# Dynamic Zebrafish Interactome Reveals Transcriptional Mechanisms of Dioxin Toxicity

**DOI:** 10.1371/journal.pone.0010465

**Published:** 2010-05-05

**Authors:** Andrey Alexeyenko, Deena M. Wassenberg, Edward K. Lobenhofer, Jerry Yen, Elwood Linney, Erik L. L. Sonnhammer, Joel N. Meyer

## Abstract

**Background:**

In order to generate hypotheses regarding the mechanisms by which 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (dioxin) causes toxicity, we analyzed global gene expression changes in developing zebrafish embryos exposed to this potent toxicant in the context of a dynamic gene network. For this purpose, we also computationally inferred a zebrafish (*Danio rerio*) interactome based on orthologs and interaction data from other eukaryotes.

**Methodology/Principal Findings:**

Using novel computational tools to analyze this interactome, we distinguished between dioxin-dependent and dioxin-independent interactions between proteins, and tracked the temporal propagation of dioxin-dependent transcriptional changes from a few genes that were altered initially, to large groups of biologically coherent genes at later times. The most notable processes altered at later developmental stages were calcium and iron metabolism, embryonic morphogenesis including neuronal and retinal development, a variety of mitochondria-related functions, and generalized stress response (not including induction of antioxidant genes). Within the interactome, many of these responses were connected to cytochrome P4501A (*cyp1a*) as well as other genes that were dioxin-regulated one day after exposure. This suggests that *cyp1a* may play a key role initiating the toxic dysregulation of those processes, rather than serving simply as a passive marker of dioxin exposure, as suggested by earlier research.

**Conclusions/Significance:**

Thus, a powerful microarray experiment coupled with a flexible interactome and multi-pronged interactome tools (which are now made publicly available for microarray analysis and related work) suggest the hypothesis that dioxin, best known in fish as a potent cardioteratogen, has many other targets. Many of these types of toxicity have been observed in mammalian species and are potentially caused by alterations to *cyp1a*.

## Introduction

2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD or dioxin) is a heavily-studied yet poorly-understood pollutant. Observations pertaining to dioxin exposure on humans and other vertebrate species include endocrine disruption, immune system dysfunction, carcinogenesis, and teratogenicity (particularly including cardiac toxicity) [1], [2], [3], [4], [5], [6], [7], [8], [9], [10]. Developmental toxicity in fish occurs at very low doses and is easily studied in species that lay externally fertilized eggs with clear chorions, such as zebrafish (*Danio rerio*) [4], [11], [12]. As a result, fish species have been used extensively to study the mechanisms of developmental toxicity of dioxin and dioxin-like compounds [13], [14], [15], [16], [17], [18], [19], [20], [21], [22]. Many of these studies have focused on heart deformities as cardiac tissue is considered one of the most sensitive targets of dioxin toxicity in developing fish [4]. Some early hypotheses, such as that cytochrome P4501A (*cyp1a*) mediates dioxin-induced developmental cardiotoxicity, have not been supported by experimental evidence [23]. Therefore, various researchers have turned to multidimensional and high-throughput approaches such as gene expression microarrays to better understand the biological response to dioxin exposure early in development [24], [25], [26], [27].

Handley-Goldstone et al. [24] used a custom microarray on whole zebrafish that were 3 days post-fertilization, which had been dosed earlier in development. Carney et al. [25] examined RNA isolated from the heart as well as the whole fish at 4 independent time points (1, 2, 4, and 12 h post-exposure) from 3-day zebrafish dosed later in development (3 days post-fertilization). Yang et al. [26] examined RNA from whole zebrafish exposed either during the 1^st^ day, 2^nd^ day, or 5^th^ day post-fertilization. Our experimental design extends these previously published studies of dioxin-induced gene expression changes in zebrafish. We dosed whole embryos with dioxin for 1 h starting at 4 h post-fertilization, and then allowed them to develop to 1, 2, 3, 4, and 5 days post-fertilization, prior to harvesting samples for gene expression profiling.

We chose to analyze the resulting expression data in an interactome framework – a powerful environment for analysis of transcriptomic or other types of -omic data [28], [29]. Interactomes are global networks that map the interactions (or “links”) between network nodes (proteins and other biological actors such as genes, enhancer regions, cofactors etc.). For example, in the context of the canonical aryl hydrocarbon receptor (AHR)-based response to dioxin exposure, the AHR and ARNT proteins interact via a protein-protein interaction, and they both interact with *CYP1A* via a protein-DNA interaction due to the presence of AHR response elements in the promoter region of the *CYP1A* gene. Interactome-based approaches have particular promise in cases where subtle (small fold-change) alterations are observed in many genes, rather than large fold-changes in a few genes. Consistent with previous studies [24], [25], [30], [31], we found that dioxin exposure resulted in relatively low-magnitude changes in transcript levels for most affected genes. Furthermore, while enrichment analysis, such as in Gene Ontology categories, is an efficient way to interrogate the function of a given gene set of interest, interactome-based enrichment investigation offers a particularly powerful perspective on functional relations between the individual genes that were found to be differentially expressed. However, very few protein-protein or protein-DNA interactions have been identified for any fish species.

Therefore, we computationally inferred the zebrafish interactome using FunCoup [32] and InParanoid [33]. FunCoup is a tool that predicts Functional Coupling of genes or gene products based on information available in other species; we used information available in 8 eukaryotes. This information was transferred to zebrafish genes by using InParanoid, which has been shown to accurately identify orthologs [34], particularly co-orthologs (also called inparalogs – [35]) in species abounding in recent genome duplications, such as zebrafish [36]. The interactome served as the backbone for subsequent analysis of the microarray data, which was carried out using both previously-described and our own newly developed analysis toolsWe thus present a multifaceted analysis of the global gene expression response to dioxin exposure utilizing novel tools of network analysis. We made the zebrafish interactome and other resources used in the analysis public online (http://FunCoup.sbc.su.se/zfish.html). The interactome, incorporating the dioxin microarray data, is accessible both for graphic sub-network navigation and full download. The web site allows further autonomous analysis of the network, as querying is highly flexible via varying confidence level, evidence base, and network topology criteria.

## Results

We present below:

- a description of the generation and initial characterization of the microarray dataset obtained from zebrafish embryos after dioxin treatment;
- an overview of the interactome-based analysis that we carried out (parts III–V of Results);
- computational prediction of a zebrafish interactome via integration of multiple eukaryotic datasets;
- multipart analysis of experimental data from (I) incorporated into the interactome (III); and
- chronologically-organized highlights of the transcriptome changes and interactome dynamics caused by dioxin during early zebrafish development.

Figure 1 illustrates the general workflow.

**Figure 1:**
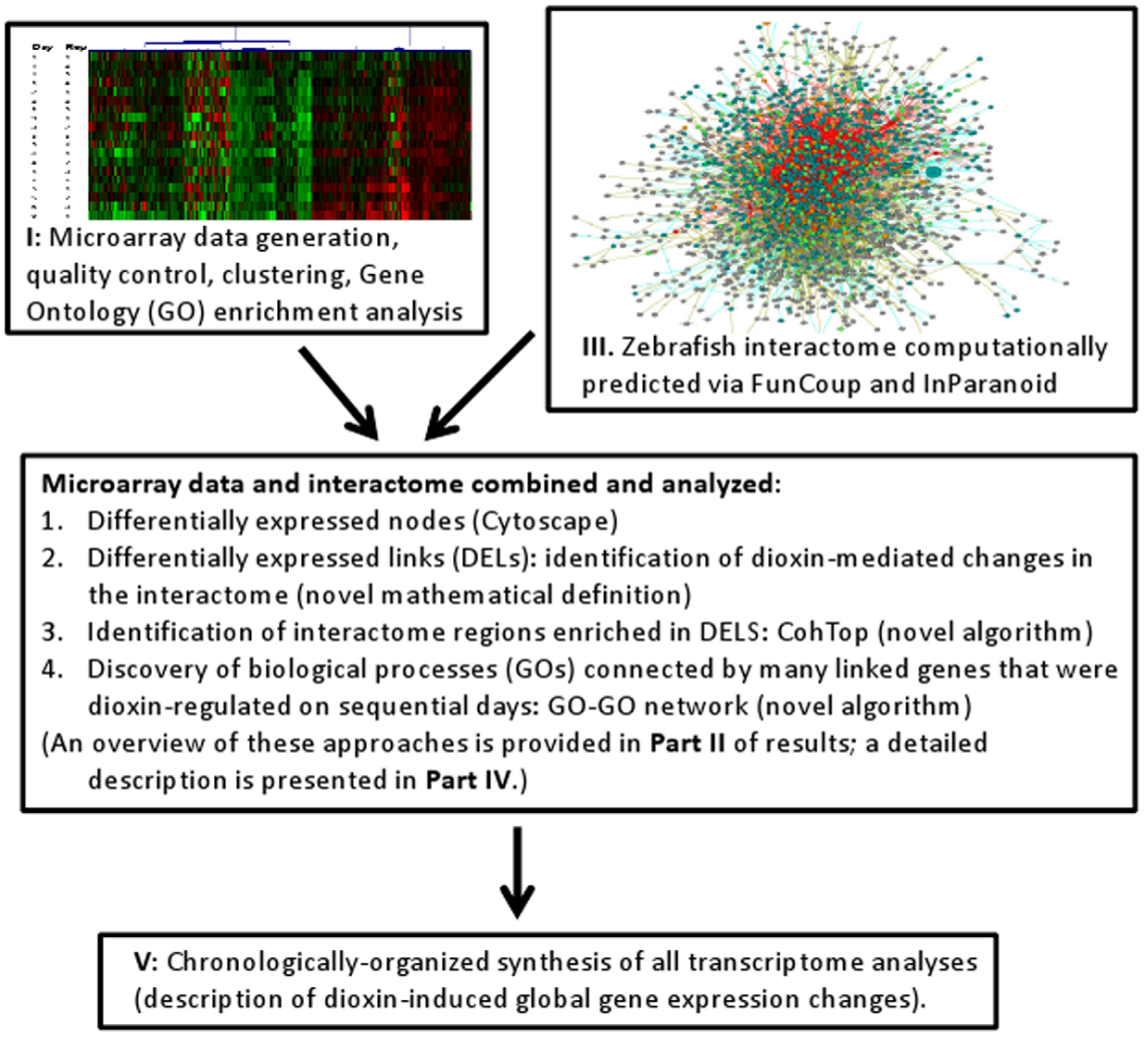
Overview of the workflow and organization of the manuscript.

### I. Generation of an informative microarray dataset surrounding the onset of teratogenesis

Zebrafish embryos were dosed with 1 ng/mL dioxin for one hour at 4–5 h post-fertilization, and RNA was collected 1 day, 2, 3, 4, and 5 days later. 

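RNA from pools of whole embryos exposed to TCDD (the dioxin, at 1 ng/mL) or to the vehicle (DMSO) was hybridized to 22K Agilent zebrafish arrays, 1 array per RNA sample. The 10 groups were TCDD and vehicle control on each of days 1 to 5, and the replicates 1 to 4 of a group came from 4 independent experiments. The group exposed to TCDD and collected on day 2 had 3 arrays, because the RNA of its replicate 1 was degraded, which left 39 arrays (19 TCDD and 20 vehicle control). On every array the embryo RNA carried Cy5 (red), and a common reference, RNA pooled from the zebrafish embryonic fibroblast line Zf4, carried Cy3 (green). The title of the deposited series gives the exposure as lasting from day 1 to day 5, whereas the sample protocol and the paper give 1 h at 4 to 5 h post-fertilization, and the paper's timing is used here. The authors read the scanned images with Agilent's Feature Extraction software, which subtracted the background with spatial detrending, normalized the dyes by LOWESS and linear scaling, and gave each spot the log10 ratio of red to green. The deposited values are these log10 ratios, with no normalization between arrays. The values of the deposited series table equaled the log ratios in the scanner output for 880425 of 880425 values, within a tolerance of 1e-06. For the values given here, the log ratios were converted to log2, and spots that the software had marked as outliers (10 to 107 per array, with a median of 29) were left out. The arrays hold 21495 probes and 1080 control spots, and 11908 of the probes carry a gene name in the files. Between 16329 and 18624 probes per array were well above background in the embryo channel, with a median of 17612.5 for vehicle control and 17316 for TCDD. In the reference channel, 16182 to 19110 probes per array were well above background, with a median of 17525. The number of arrays per group limits the precision of every value. limma, an R package that fits a linear model to each probe and pools information on the variance across probes, fitted 1 mean for each of the 10 groups to all arrays. The log2 fold change of a day is the difference between the means of TCDD and vehicle control on that day, and probes were called at the paper's threshold of 0.01 on the unadjusted p, with the count at a Benjamini-Hochberg adjusted p under 0.05 beside it. The arrays had been scanned in 3 batches of 4, 24 and 11 arrays, which held arrays of 4, 10 and 10 of the groups. A gene with several probes was represented by the probe with the highest mean of the log2 red and green processed signals.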

While the eggs were rinsed thoroughly after exposure, it is important to bear in mind that dioxin is both highly lipophilic and very poorly metabolized, so a significant level of dioxin exposure undoubtedly continued throughout the experiment. This design was based on previous research showing that this dose [37] leads to toxicity first detectable at 2 days and more dramatic at 3, 4 and 5 days [12]. Thus, our time-course was designed to permit detection of gene expression changes preceding, including, and following the development of visible teratogenesis.

We repeated this developmental time-course with and without dioxin exposure four times, approximately a week apart. Each replicate, therefore, constituted a truly independent experiment. The multiple replicates permitted calculation of in-group variability, crucial for the proper implementation of 2-way (transcription of individual genes) and 3-way (gene-gene links in the network) ANOVA. A summary of the variability is presented in Fig. 2A, as a heat map of significantly changed genes in Figure S1, and as pairwise global gene expression correlation coefficients for each individual microarray in Data File S1. Overall, the dataset of transcripts differentially expressed during development and in response to dioxin exposure was robust. 

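Pearson's r of the log ratios was computed across the 20606 probes with a value on all 39 arrays, for each of the 741 pairs of arrays. These r are across probes, which are not independent replicates. Arrays of the same day and treatment had a median r of 0.928 (57 pairs, from 0.872 to 0.971). Arrays of the same day and the other treatment had a median r of 0.923 over 76 pairs. Of those, the 19 pairs from the same experiment had a median of 0.937 and the 57 pairs from different experiments a median of 0.920. The median r fell with the time between arrays, to 0.895 at 1 day apart (240 pairs), 0.837 at 2 days (184 pairs), 0.759 at 3 days (120 pairs) and 0.704 at 4 days (64 pairs). For 37 of the 39 arrays, the array with the highest r was from the same day. It was of the same treatment for 15 arrays, and of the other treatment in the same experiment for 16. The r computed here differed by at most 0.0244 from those in the paper's Data File S1. With the background corrected by limma's normexp method (offset 50) and loess within each array in place of the software's normalization, the median r within a group was 0.980.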

The different days and treatment groups were correlated and clustered well. Furthermore, the measured expression levels of *cyp1a* (a well-studied and highly dioxin-induced gene) indicated 13-, 62-, 90- 71-, and 48-fold increases on days 1–5 respectively.

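The array measures *cyp1a* with the probe A_15_P100578, which was well above background in the embryo channel on all 39 arrays. In vehicle control embryos its log2 ratio to the reference was 2.39 ± 0.65 on day 1, 1.41 ± 0.46 on day 2, 1.75 ± 0.27 on day 3, 2.99 ± 0.34 on day 4 and 3.95 ± 0.17 on day 5 (mean ± SD, n = 4 arrays each). In TCDD-exposed embryos it was 6.70 ± 1.22, 7.74 ± 0.85 (n = 3 arrays), 8.36 ± 0.89, 9.30 ± 0.45 and 9.67 ± 0.44 on the same days. The log2 fold change was 4.31 on day 1 (standard error 0.44), 6.33 on day 2 (standard error 0.48), 6.61 on day 3, 6.30 on day 4 and 5.72 on day 5 (standard error 0.44 on each of these days). On the linear scale, *cyp1a* was 19.9-fold higher under TCDD on day 1, 80.3-fold on day 2, 97.7-fold on day 3, 79.1-fold on day 4 and 52.6-fold on day 5. On day 5 the probe was saturated in the embryo channel on 1 of 4 TCDD arrays, so the fold change of that day is not a full measure. The p adjusted over all probes by limma was 1.45e-06, 7.04e-10, 2.80e-11, 9.98e-11 and 1.33e-09 on days 1 to 5, and *cyp1a* was higher under TCDD in all 19 pairs of arrays from the same experiment and day. On each day the lowest array under TCDD was above the highest of the vehicle control. The exact permutation test of each day's arrays gave a two-sided p of 0.0286, the smallest that 4 arrays against 4 allow, and of 0.0571 on day 2, the smallest that 3 against 4 allow. The largest move under an alternative came on day 2 with normexp and loess, to a log2 fold change of 5.55 (46.7-fold), and on day 1 leaving out replicate 2 gave 5.02 (32.4-fold), with a range over all alternatives of 3.68 to 5.02. From the correlations between arrays and these increases, the paper states that its dataset was robust.

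**Figure D1:**
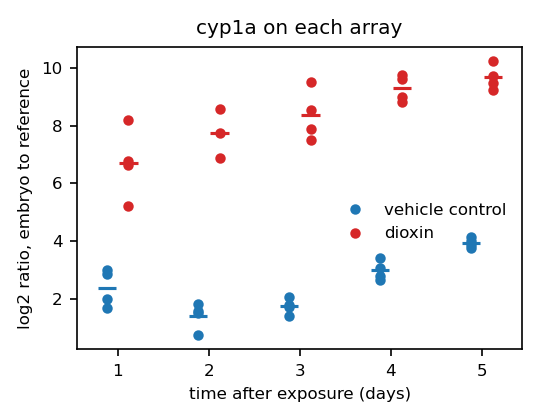
The vertical axis shows the log2 ratio of *cyp1a* to the Zf4 reference on each array, the horizontal axis the day after exposure, with vehicle control and dioxin-exposed arrays as separate points and bars at the group means. On day 1 the dioxin arrays lie between 5.21 and 8.20 and the vehicle control arrays between 1.69 and 3.02, and on day 5 between 9.22 and 10.25 and between 3.76 and 4.16.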

**Figure 2:**
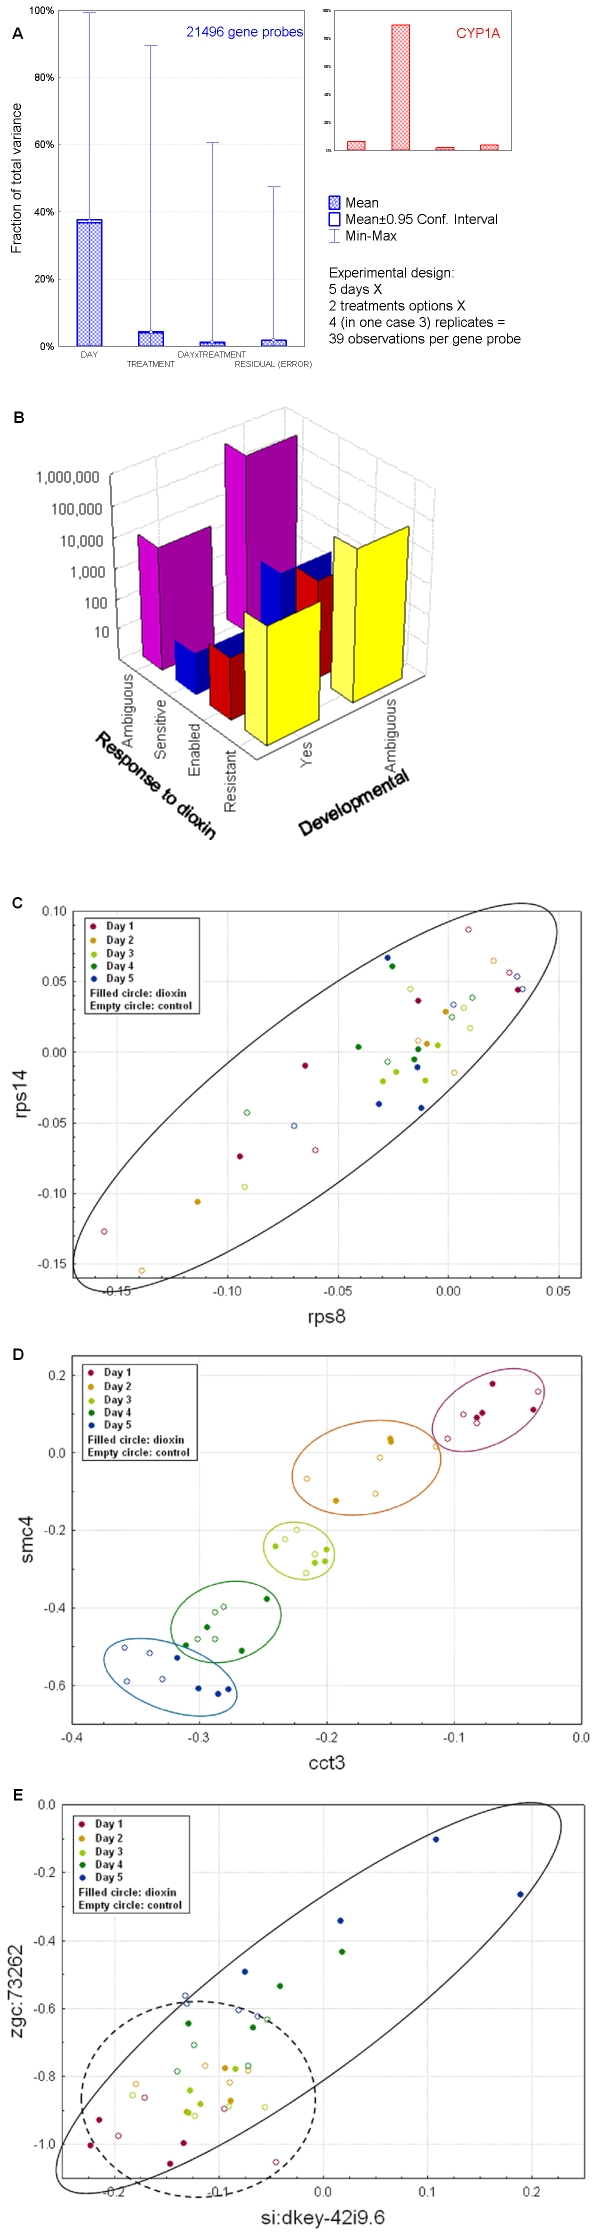
Experimental factors affecting differentially-expressed genes (A), occurrence of different kinds of differentially-expressed links (B), and examples of types of links (C–E). A. Fraction of variance [92] of transcriptional change for the whole set of analyzed transcripts (blue) and for *cyp1a* (red), associated with different experimental factors. While developmental changes dominated, dioxin modulated as many as 2009 genes at one or more time points in the experiment (detected by 2-way ANOVA on factors “DAY” and “TREATMENT”, applied to individual genes). 95% confidence intervals are too small to be seen in most cases. *cyp1a* regulation was largely treatment-dependent (the horizontal legends are identical to the whole set chart). B. Distribution of specific functional links inferred in the FunCoup network by analysis of microarray data. We discovered dioxin-enabled, dioxin-sensitive, and dioxin-resistant links, along with developmental stage-specific links. The majority of FunCoup links did not overlap with any of these categories, either because a gene was absent from the microarray chip, or because its transcription was not perturbed in the experimental conditions. The number of dioxin-sensitive links is smaller than the number of dioxin-enabled links, and both are much smaller than the number of dioxin-resistant links. Differentially expressed links were detected here via ANOVA (combined with Pearson correlation metric) by considering a third factor “GENE” and its interaction with “DAY” and “TREATMENT”. Note the logarithmic scale of the vertical axis. C, D, E. Visualization of specific link types. All 3 gene pairs were significantly co-expressed (PLC equaled 0.876, 0.946, and 0.754, respectively). Plot axes indicate relative transcript abundance of the genes (log_10_ ratio of the experimental value to the transcript abundance in the reference pool). C. For this correlation, the condition- and day-specific points were mixed randomly. The reason for the high co-expression of the two genes (both of which code for ribosomal proteins) was probably not associated with the parameters examined in our experiment, and this link would be characterized as “Ambiguous” rather than “Developmental” or dioxin-altered. D. The transcript levels for these two genes (coding for proteins involved in chromosome maintenance and protein folding) were strongly synchronized according to day, so the link was classified as “Developmental.” E. Co-expression was observed under the dioxin treatment, but absent in the control (PLC 0.9032 and 0.1286, respectively), so the link was classified as “dioxin-enabled”. These genes are uncharacterized—but now known to lose functional coupling after dioxin exposure. The differentiation between C, D, and E would not be possible without deeper variance decomposition in ANOVA. See Methods S1 for details.

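The sums of squares of day, treatment, their interaction and the residual were computed for each of the 20579 probes with values for every term, and their shares of the total were averaged over probes. Day took 42.7% of the variance, treatment 4.16%, the interaction of day and treatment 6.16% and the residual 47.0%. For *cyp1a*, treatment took 85.3%, day 9.90%, the interaction 1.73% and the residual 3.10%. With mean squares (sums of squares over their degrees of freedom) as the measure, the alternative that moved these shares most, treatment took 17.9% over all probes and 96.6% for *cyp1a*.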

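With limma on all 39 arrays, 3288 probes (3008 genes) differed between TCDD and vehicle control on at least 1 day at the threshold of 0.01 on the unadjusted p, and 1687 did at an adjusted p under 0.05. On days 1 to 5 the calls numbered 154, 709, 1401, 726 and 1987 of about 21493 probes tested. The moderated F-test of the interaction between day and treatment found 20 probes at an adjusted p under 0.05, 402 at an unadjusted p under 0.01 and 1266 at an unadjusted p under 0.05. The interaction count changed when an experiment was left out, which also leaves fewer arrays. It was 0 without replicate 1 (805 probes at an unadjusted p under 0.05 by limma) and 0 without replicate 3 (1123 probes at that level). It was 1 without replicate 4 and 76 without replicate 2. It was 54 with the experiment as a block, 68 with array weights and 48 with normexp and loess. The ordinary analysis of variance of the paper's methods, without the moderation of the variance, gave 3362 probes on at least 1 day. With limma's array weights the number was 4309, with the experiment as a block 4166 and with the scan batch as a block 3974, and it was 2312 without replicate 4. The count of day 2 was 1381 with array weights, 1073 with the experiment as a block and 318 without replicate 2.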

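The gene pairs of Fig. 2D and E were recomputed from the log10 ratios over all 39 arrays, as part of a family of 18 gene pairs the paper names, with permutation tests of 100000 resamples. The chaperonin gene *cct3* and the condensin gene *smc4* (listed in the files as *smc4l1*) had r = 0.950 and rho = 0.928, each with p = 1e-05, the smallest that these permutations can give (adjusted p of r over the 18 pairs 1.39e-05). Their r was 0.948 without the 2 arrays farthest from the median of *cct3*, and 0.953 over the 24 arrays of the second scan batch and 0.936 over the 11 of the third. With each day's mean within the treatment subtracted it fell to 0.381, so this correlation rested mainly on the differences between days. For *si:dkey-42i9.6* (matched only by its synonym *wu:fk47a03*) and *zgc:73262*, r was −0.0851 (p = 0.583) and rho −0.00931, and r was −0.0873 without the 2 farthest arrays. The within-batch r of this pair were −0.0822 and 0.0677, and the r within days was −0.440. The first scan batch holds only 4 arrays, too few for a value.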

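In the TCDD arrays *cct3* and *smc4* had r = 0.951 and rho = 0.925, and in the vehicle control arrays r = 0.970 and rho = 0.967 (each p = 1e-05, the smallest possible with 100000 permutations). Without the 2 arrays farthest from the median of *cct3*, the r were 0.945 and 0.970. In the second scan batch the r was 0.956 over 12 TCDD arrays and 0.976 over 12 vehicle control arrays, and in the third it was 0.953 over 6 TCDD arrays. The vehicle control arrays of the third batch number 5, too few for a value. After the mean of each day was subtracted, r was 0.317 under TCDD and 0.442 in the vehicle control. The difference between the treatments had a permutation p = 0.437, from swaps of the 2 treatments within an experiment and day (adjusted p 0.538 over the 18 pairs).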

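The r of *si:dkey-42i9.6* and *zgc:73262* was 0.253 over the TCDD arrays (p = 0.296, rho 0.377) and −0.437 over the vehicle control arrays (p = 0.0501, rho −0.290). Without the 2 arrays farthest from the median of *si:dkey-42i9.6*, it was 0.342 and −0.580. In the second scan batch it was −0.0249 under TCDD and −0.314 in the vehicle control, and in the third 0.551 over 6 TCDD arrays. The difference of 0.690 between the treatments had p = 0.046 in the same permutation test, and an adjusted p of 0.138 over the 18 pairs. With each day's mean subtracted, r was negative in both treatments, −0.518 under TCDD and −0.483 in the vehicle control.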

We analyzed lists of genes differentially expressed under different conditions (days after exposure, treatment, and their combinations) in a variety of ways. A list of altered genes identified as modulated by ANOVA analysis, along with the days on which they were differentially expressed and basic descriptions and GO annotations, is presented in Data File S2; a graphical presentation of the number of differentially-expressed genes at different fold-changes for each day is presented in Figure S2. 

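Of the genes in the paper's Data File S2, those listed with a symbol could be matched by name to 1361 genes on the array, and the matching was chosen after the values had been seen. The copy held here lists 1998 of the paper's 2009 genes. Matched genes that the paper lists for a day were called here on the same day in 20 of 45 cases on day 1 (44.4%), 198 of 390 on day 2 (50.8%), 376 of 525 on day 3 (71.6%), 217 of 301 on day 4 (72.1%) and 700 of 879 on day 5 (79.6%). Of all 11908 named probes, 0.44%, 3.15%, 6.29%, 3.41% and 10.45% were called on days 1 to 5. With the analysis of variance of the methods, 51.1% of the matched genes were called on day 1 and 86.5% on day 5. With the embryo channel alone the shares were 8.89%, 21.0%, 29.3%, 22.3% and 48.1% on days 1 to 5, and with each day's arrays fitted alone they were 8.89% on day 1 and 44.5% on day 5. Most of the calls were small: on day 2, 652 probes changed less than 2-fold and 57 at least 2-fold, and on day 3 these counts were 1197 and 204. On day 4 they were 680 and 46, and on day 5 they were 1765 and 222. The median size of the change among called probes, on the log2 scale, was 0.49, 0.47, 0.45 and 0.51 on days 2 to 5.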

We also carried out analyses using the well-established gene ontology enrichment analysis tool GOMiner [38], [39]. The GOMiner output files are available at http://funcoup.sbc.su.se/zfish_supplementary.html. However, due to the limited number of transcripts that were identified as differentially expressed at each time point and the limitations associated with the Fisher's Exact Test in this regard, the results of these analyses did not provide much indication of the biological processes being modulated in response to dioxin exposure. To more effectively derive biological insights from the transcriptomic response, we pursued an interactome-based analysis.

### II. Descriptive overview of interactome-based analysis

For our interactome-based analysis, we predicted the global network of functional coupling in zebrafish with data from other eukaryotes (Results Part III), and combined that interactome with microarray-based inference. We took three complementary approaches to analyze the resulting network, described in Part IV of Results. First, using the Cytoscape plugin jActiveModules [40], we identified network regions (sub-portions of the full network referred to as “modules”) enriched in differentially expressed, interconnected genes (nodes). This approach is based on altered *node properties* (i.e., dioxin-altered gene expression levels) given a fixed structure of network *interactions* (i.e., the interactome). Second, to complement this node-centric analysis, we clustered the network into modules based on *dioxin-altered interaction properties* given a fixed set of genes (interactome nodes). For this, we identified interactions between genes that

1. appeared or disappeared in a dioxin-dependent fashion (were dioxin-sensitive); or
2. were insensitive to dioxin exposure; and
3. were developmentally-regulated in the first five days after fertilization.

We found *top*ologically *coh*esive network clusters of such interactions with a novel software program named CohTop (publicly available at http://funcoup.sbc.su.se/zfish.html). Since this approach and tool are new, we dedicate Part IV A of Results to describing it. This approach allowed observation of alterations in the zebrafish interactome itself, as a function of dioxin exposure and development. Third, in another novel approach (Part IV B), we traced the temporal propagation of the dioxin-induced transcriptional signal through 5 days post-dioxin exposure via a network analysis where network nodes were generalized to Gene Ontology categories rather than genes.

### III. Zebrafish backbone interactome reconstructed via integration of data from eukaryotes

Several interactomes, either experimentally elucidated, computationally predicted, or their combinations, have been released for a number of eukaryotes [41]. However, no such resource has been described in a fish species, nor were any large-scale interaction datasets available. We employed the FunCoup resource [32], a set of programs and a custom collection of datasets informative regarding functional coupling (interactions), to generate a zebrafish interactome. FunCoup can predict interactomes of different confidence, i.e. interactomes in which each interaction requires greater or lesser amounts of supporting evidence (Fig. S3). Lower- and higher-confidence networks containing 5760 nodes with 99570 interactions and 3512 nodes with 32520 interactions are available as .sif files in Data files S3 and S4.

Because this approach has been described previously [32], we present most of the details of the interactome generation in Methods S1. Generally, FunCoup employs a deeply optimized technology of supervised learning to integrate multiple data sources including physical protein-protein and protein-DNA interactions, mRNA and protein expression, and many other pieces of weaker evidence into probabilistic scores that inform on likely interactions, or “functional couplings,” between genes. The identification of the orthologous genes required to transfer information from other species was carried out with InParanoid ([33]; see Methods S1 for details). The advantage of the InParanoid approach is that it considers evidence of functional coupling from *multiple* co-orthologs that might have emerged from genome duplications since the initial speciation event. Our interactome is based on data from eight eukaryotic species (*Homo sapiens*, *Mus musculus*, *Rattus norvegicus*, *Drosophila melanogaster*, *Caenorhabditis elegans*, *Saccharomyces cerevisiae*, *Arabidopsis thaliana* and zebrafish: Fig. S4). Our predicted networks were scale-free, as expected for gene interaction networks (Fig. S5).

### IV. Interactome-based analyses

As described above (Results part II), we carried out several independent types of analysis using the backbone interactome. Cytoscape analysis is not described separately since this is a well-known tool. Below, we describe analysis of dioxin-altered interactions (IV A) and temporal propagation of altered biological processes (IV B).

#### IV A. Extension to a dynamic interactome: some interactions exist only in the presence or absence of dioxin

Since the links composing the interactome were derived from many different kinds of data, they include interactions of many sorts (a common signaling pathway, metabolic process, protein complex etc.), and in any context (tissue, condition, or developmental stage). However, all interactions derived in such an integrative fashion will not occur under all conditions. Thus, a network analysis might be more efficient if it could identify and use interactions that emerge in a specific context. We were able to detect many such dioxin- or developmental stage-specific interactome links using our microarray data, and defined them as *differentially expressed links* (DELs), by analogy with differentially expressed genes. In the presence of dioxin, DELs were observed where mRNA expression correlations appeared (*dioxin-enabled*) or disappeared (*dioxin-sensitive*). In our experiment, the cutoff at Pearson's linear correlation coefficient (PLC)>0.75 defined a correlation over the whole profile of 39 expression values as significant (*p_α_*<0.01; *p_FDR_*<0.16). To detect DELs, we calculated PLC on each half of the total expression profile, i.e. either in the presence or absence of dioxin, and performed 3-way ANOVA with factors “GENE”, “DAY”, and “TREATMENT” (Methods S1). With additional ANOVA-based criteria, we selected interactions that reflected functional changes in the network. Figure 2C and 2E compare expression correlated in a dioxin-irrelevant fashion (2C) with that in a dioxin-enabled link (2E). For comparison, Fig. 2D shows a link where expression dynamics were developmentally synchronous, yet unchanged by exposure to dioxin. Simple correlation analysis without ANOVA criteria would not have permitted this important distinction to be made. For such a link to be significant, we required its *overlap with a link predicted by FunCoup from data integration*. A rough estimate of the false discovery rate for dioxin-enabled and dioxin-sensitive DELs, when combined with FunCoup links, was 11% (Methods S1). The DEL fraction in the interactome – 1.1% of all FunCoup links (Fig. 2B) – was an order of magnitude lower than that of differentially expressed genes, potentially permitting a more focused analysis. Although dioxin-enabled links were more abundant than dioxin-sensitive interactions, the number of dioxin-*resistant* interactions (i.e., those occurring irrespective of dioxin) was an order of magnitude larger still (Fig. 2B).

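The criteria of Methods S1 were applied to all 67971970 pairs of 11660 probes (1 per gene name) that were well above background in the embryo channel on all arrays, without the FunCoup network, since only part of its links is held here. A pair counted when r exceeded 0.85 in 1 treatment, the 2 r differed by more than 0.60, and an analysis of variance term with treatment had p under 0.05. A total of 10972 pairs met the criteria, 1393 of them correlated only under TCDD (dioxin-enabled) and 9579 only in the vehicle control (dioxin-sensitive). In 99 random swaps of the treatments within an experiment and day, the total had a median of 426 and ranged from 47 to 37165. The swaps gave a median of 210 enabled pairs (33 to 8508) and 202 sensitive pairs (14 to 35948). When each day's mean was subtracted first, the order was the opposite, with 6035 enabled and 3064 sensitive pairs. The other alternatives kept more sensitive than enabled pairs. Leaving out an experiment moved the total most, to 30339 without replicate 3 as the largest value and 20945 without replicate 1 as the smallest. Dioxin-resistant pairs were not counted.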

We next identified network modules significantly enriched in DELs using an in-house clustering program (CohTop; see Methods S1). Thus, dioxin-enabled modules are enriched in links that appeared only in the treated condition (e.g., Fig. 2E), and dioxin-sensitive modules were enriched in links observed only in the normal condition (i.e., were vulnerable to disruption by dioxin). We defined modules enriched in dioxin-enabled, -sensitive, or mixture of both types. We identified 151 dioxin-enabled modules, 142 dioxin-sensitive modules, and 186 modules enriched in both dioxin-enabled and dioxin-sensitive links. These modules ranged in size from only a few nodes to dozens (maximally 30 for dioxin-sensitive modules, 86 for dioxin-enabled modules, and 122 for mixed dioxin-sensitive and-enabled). For a complete list of all DEL-enriched modules presented as interactive clusters, go to http://funcoup.sbc.su.se/zfish_supplementary.html. The modules on the website identify core nodes (those participating in a DEL) as diamonds, but also show their immediate network neighbors. The website contains rich functionality for graphical and tabular analysis and allows components of interaction evidence to be aligned and studied both within and across species. Data File S5 contains GO enrichment analysis of modules that were significantly enriched in at least one GO biological process. While not a focus of this manuscript, we also defined developmental links: edges connecting genes co-expressed synchronously in the course of development (exemplified at Fig. 3A; see Methods S1 for details of the calculation).

**Figure 3:**
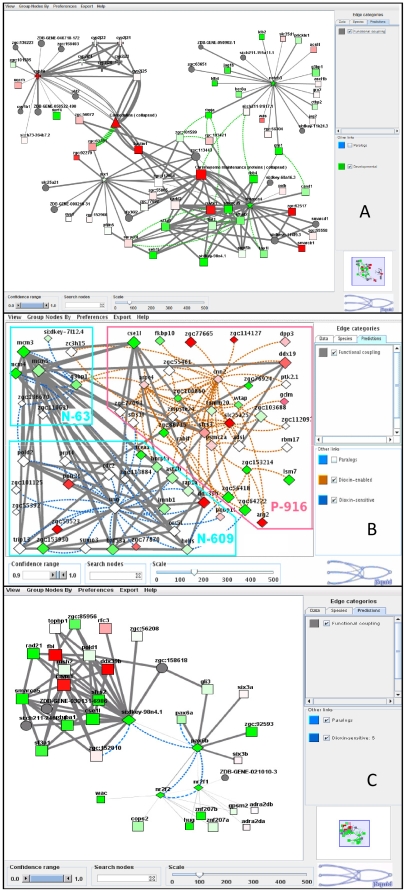
FunCoup sub-networks with genes and links affected by dioxin. A. Network region around the originally (on day 1) altered CYP1A includes links to gene groups altered later (as discovered with jActiveModules and temporal GO relation analyses): calmodulins (triangles), members of heme biosynthesis (crosses), and neuronal development (stars) pathways. B. Network region with three adjoining clusters enriched in differentially expressed links. *cnn2* (calponin 2) is co-expressed with many surrounding genes only after dioxin exposure (cluster P-916), while *ung* (uracil DNA glycosylase; cluster N-609), on the contrary, is normally co-expressed with its network neighbors but not after dioxin exposure. Meanwhile, several “border” genes lost functional coupling to genes from clusters N-609 and N-63, while gaining coupling to cluster P-916 genes, after dioxin exposure. The clusters are named P-* when containing positive (dioxin-enabled) links, N-* for negative (dioxin-sensitive), or PN-* for both positive and negative links. C. Members of cluster N-632 include DNA/RNA processing, cell division, and embryonic forebrain patterning genes. Interactions: Grey, FunCoup links at confidence FBS>9 (Fig. B) and FBS>3 (elsewhere) (every blue and brown link must overlap with a FunCoup link at FBS>3). For every sub-network, only a sub-set of links was retrieved, filtering for confidence and relevance to query genes with algorithm (1) (see description at http://funcoup.sbc.su.se/algo.html#noislets). Brown, clustered (co-expression + FunCoup) links *caused* by dioxin treatment; Blue, clustered (co-expression + FunCoup) links *disabled* by dioxin treatment; Green, developmental-stage specific co-expression. Color lines at A indicate data types evident of functional coupling and are explained in right panel of the screenshot. Nodes: Diamonds: members of respective clusters (i.e., genes participating in a DEL). Squares: other genes with measured expression in the course of the experiment; Circles: other genes having evidence from orthologs in FunCoup but for which expression data was lacking in our experiment. Shades of red and green, up- and down-regulation (main factor “DIOXIN TREATMENT”) with dioxin, respectively; genes missing microarray data colored grey. All modules can be found and manipulated at http://funcoup.sbc.su.se/zfish_supplementary.html, and GO enrichment analysis of modules significantly enriched in at least one GO biological process are presented in Data File S5. Both clusters and individual genes can be accessed at http://funcoup.sbc.su.se/zfish.html. See Methods S1 for details of link inference and other analysis.

A variety of patterns in dioxin-enabled and dioxin-sensitive modules could be observed. For example, some clusters of genes are correlated in expression only after dioxin exposure. *cnn2* (calponin 2) in cluster P-916 (Fig. 3B) gains functional coupling to 23 surrounding genes only after dioxin exposure. 

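Calponin 2 (*cnn2*, listed in the files as *zgc:65794*) had a log2 fold change of −0.06, −0.06, −0.14 and 0.09 on days 1 to 4. On day 5 it was 0.82 (standard error 0.12, adjusted p = 7.15e-05 from limma), and it was higher under TCDD in 4 of 4 experiments. The interaction of day and treatment had an adjusted p of 0.0258 for this probe. Among the 11660 probes whose pairs were counted under the criteria of Methods S1, *cnn2* took part in 717 pairs, the most of any probe. Of these, 1 was correlated only under TCDD and 716 only in the vehicle control. The next were *tpm3*, with 636 pairs, and *zgc:77454*, with 600, all of them correlated only in the vehicle control. The counts per probe were made after the totals had been seen and do not use the FunCoup network or its clusters.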

Since *cnn2* is likely involved in heart muscle structure and function via actin interactions, this dioxin-specific co-expression could be related to heart abnormalities caused by dioxin. Another pattern of interest that we observed is that dioxin-enabled and -sensitive modules often adjoined each other, highlighting genes that delineate a border between the clusters of genes whose pattern of interaction is impacted by dioxin. For instance, after dioxin exposure, *g3bp1* (GTPase activating protein (SH3 domain) binding protein 1) loses its functional coupling with chromosome replication genes *mcm3*, *mcm4*, and *mcm5* (cluster N-63), but gains functional coupling with actin-associated genes *cnn2* and *arpc4* (cluster P-916) (Fig. 3B). Such genes might potentially switch functions after dioxin exposure, or insulate certain functions from dioxin's toxicity.

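The r of *g3bp1* (listed as *zgc:56034*) with *mcm3*, *mcm4* and *mcm5* over the TCDD arrays was 0.873, 0.879 and 0.897. Over the vehicle control arrays it was 0.799, 0.786 and 0.806. None of the 3 differences passed an adjusted p of 0.05 against swaps of the treatments (0.538, 0.394 and 0.281 over the 18 pairs). Without the 2 arrays farthest from the median of *g3bp1*, the r under TCDD were 0.813, 0.822 and 0.859. With each day's mean subtracted they were 0.361, 0.545 and 0.384. Between *g3bp1* and *cnn2*, r was −0.0641 over the TCDD arrays (p = 0.798, rho 0.0684) and 0.974 over the vehicle control arrays (rho 0.949, p = 1e-05, the smallest possible with 100000 permutations). The difference of −1.04 had a permutation p = 7e-05, with an adjusted p of 0.00126. Leaving out the 2 farthest arrays gave −0.238 under TCDD and 0.970 in the vehicle control. In the second scan batch, r was 0.144 over 12 TCDD arrays and 0.983 over 12 vehicle control arrays, and in the third it was −0.350 over 6 TCDD arrays. Within days, r was −0.0297 under TCDD and 0.588 in the vehicle control, so part of the correlation in the vehicle control lay between days. The r of *g3bp1* and *arpc4* was 0.757 under TCDD (rho 0.714) and 0.853 in the vehicle control (rho 0.701), with an adjusted p of 0.371 for the difference. On day 5, *g3bp1* had a log2 fold change of 0.30 (adjusted p = 0.0987), also a call, and *arpc4* one of 0.36 (adjusted p = 0.00514, higher in 4 of 4 experiments). The call of *g3bp1* was lost without replicates 1, 3 or 4 (log2 fold change 0.28, 0.31 and 0.27), and that of *arpc4* with the embryo channel alone (0.28). On that day *mcm3* fell by 0.53 on the log2 scale (adjusted p = 0.0174), *mcm4* by 0.44 (adjusted p = 0.0294) and *mcm5* by 0.59 (adjusted p = 0.0581), each lower in 4 of 4 experiments. The call of *mcm5* at the threshold of 0.01 was lost without replicate 1 (−0.57) or 4 (−0.35), and that of *mcm4* with the embryo channel alone (−0.26).

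**Figure D2:**
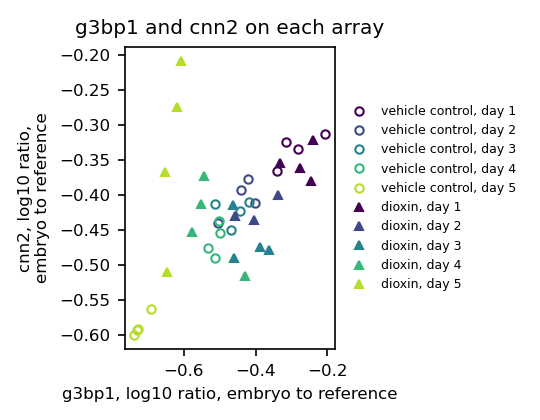
Each point is 1 array, with the log10 ratio to the reference of *g3bp1* on the horizontal axis and of *cnn2* on the vertical axis, open circles for vehicle control, triangles for dioxin and colour for the day. The mean of *cnn2* on day 5 is −0.587 in the vehicle control and −0.341 under dioxin, where its arrays range from −0.511 to −0.209.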

#### IV B. Temporal propagation of transcriptome alterations

*Many network interactions connect the few transcripts altered on day 1 and the many altered on later days.* In this part of the analysis, we employed the backbone FunCoup network with transcripts altered in our microarray.

We found that there was a statistically significant enrichment in links between transcripts that were dioxin-regulated earlier and transcripts regulated later in the course of the experiment. This suggested that signals were propagated along network routes from the initially affected (on day 1) genes and network regions towards network regions that were perturbed later.

Specifically, over 2000 genes were up- or down-regulated by dioxin on at least one of the days of the experiment (defined as significance of the contrast “particular day X dioxin treatment” at *p_α_*<0.01), but only 81 of them were altered on day 1. 

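Of the 154 probes called on day 1, 118 were called again on at least 1 later day. Another 3134 probes (2862 genes) were called only on later days. Ordered by the first day on which a probe was called, 154 began on day 1, 598 on day 2, 959 on day 3, 224 on day 4 and 1353 on day 5. A first call on a later day is not evidence that the effect was absent before, since the difference between days was tested only by the interaction term. From the links between the few genes altered on day 1 and the many altered later, the paper proposes that signals spread along network routes from the genes affected first. The links themselves were not analysed here.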

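The moderated F-test of the main effect of day, taken over the means of both treatments, called 11510 probes (9858 genes) at the threshold of 0.01 on the unadjusted p and 12439 at an adjusted p under 0.05. The number of probes stayed between 10225, without replicate 2, and 10983, without replicate 3, when an experiment was left out.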

For comparison, expression of 5850 genes was developmentally-regulated (i.e., developmental stage-specific and irrespective of dioxin exposure: main effect “day” at *p_α_*<0.01). The 81 “day 1” genes had 8755 interactions in the FunCoup network at FBS>3. They directly contacted 45.9% of the 1946 genes modulated by dioxin at later time points, while only 8.7% would be expected to be contacted by chance. The dioxin-altered genes exhibited higher connectivity: the average number of interactions per gene from this group was 79.5, compared to 50.1 for non-altered genes (1-way ANOVA, *p_α_*<10^−6^). We provide a list of these genes with interactions to their network environment at http://funcoup.sbc.su.se/zfish_day1.html. Data File S6 details the number of dioxin-regulated genes that are linked to each of the genes altered on day 1, while Data File S7 lists respective links individually. As an example, *cyp1a*, altered on day 1, was linked to genes of the calmodulin family altered from day 2 forward (Fig. 3A).

To gain a better perspective on what this temporal pattern in enriched connections between dioxin-modulated genes might mean, we analyzed Gene Ontology categories (GOs) associated with the connected nodes. These results are given below.

*Generalized propagation analysis reveals temporal relations between dioxin-altered GOs.* Interactome links indicate a general likelihood of genes/proteins to be functionally coupled, but do not highlight defined temporal directionality in those connections. Causal relations can be suggested by examining temporal changes: if information associated with entity *A* at time point *t* helps to define the state of entity *B* at time point (*t*+1), then a causal relation A→B might be inferred [42]. However, the 24 h intervals of our experiment would not fit the time scale of functional communications between most genes, and the statistical power from only 5 time points would be too low for robust analysis. To overcome this limitation, we generalized the network of individual genes to a network of GO “biological process” categories as described below. At this broader scale, relations between nodes (now GO biological processes) are more statistically reliable; links reflect statistically enriched temporal connections between multiple genes of one node with multiple genes of another. Thus, this “GO-GO network” highlights flow between GO biological processes affected by dioxin on different days (*meta-flow*). We refer to the links as GO-GO interactions.

Dioxin-altered genes in individual gene-gene interactions were labeled with days when the participating genes were first detected as differentially expressed. The inferred GO-GO interactions then fell into 2 classes: ones where both genes were first altered on the same day, and those where expression of one of the genes changed earlier than the other. By only using the latter class, we could augment the analysis with a temporal dimension. Thus, if there were a significant number of genes of GO category *X* first altered on day *d* interacting with genes in GO category *Y* first altered on day (*d*+1), then we could hypothesize a causative relation (meta-flow) *X*→*Y*. Limiting the output to only *enriched* GO-GO connections, i.e. ones with significantly more gene-gene interactions (given that both genes were dioxin-regulated) than expected by chance, allowed us to focus on the major tendencies of propagation of toxicity and organismal response to it. Compared to the individual category enrichment, this approach yielded a much richer analysis for interpretation. The dynamic picture of day-by-day meta-flow is presented in Figure 4. The combined map of all flows, as well as same-day networks, are offered as Figure S6 and Data File S8 (a manipulable Cytoscape session file).

**Figure 4:**
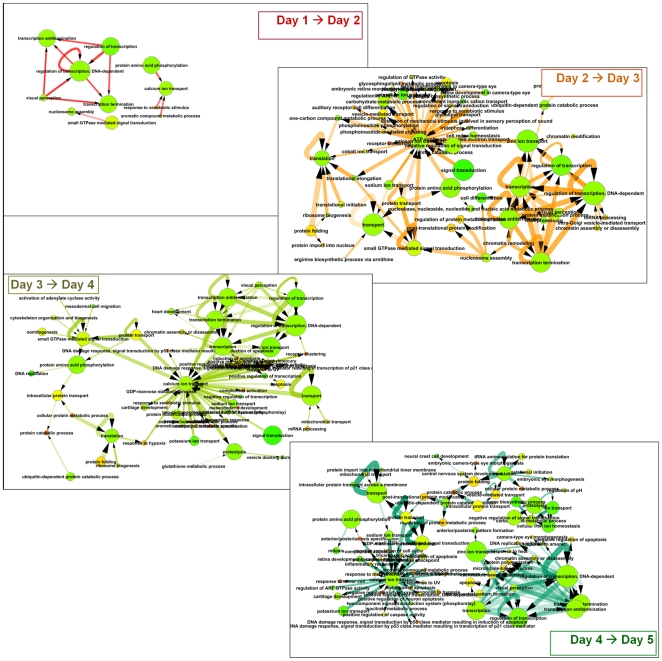
Network of biological processes based on genes dioxin-altered on sequential days. Nodes of the network are defined as GO “biological process” categories that include one or more differentially expressed genes in the course of the experiment. Thus if a GO category is enriched on day 1 in differentially expressed genes, and linked by an unexpectedly high number of FunCoup interactions to a second GO category that on day 2 is enriched in differentially expressed genes, we infer that this temporal relationship is indicative of causality. Network interactions (edges) represent the sum of interactions between the gene members of the two connected GO categories. Node color represents the fraction of the genes in that node that are regulated by dioxin on any day (green is low, red is high). Edge thickness and opacity represent the number of gene-gene links between two categories and χ^2^ enrichment score for the likelihood that this pair of categories is enriched in links, respectively. Edge color and arrows show timing of differential expression between gene-gene pairs in respective GO categories.

### V. Chronological analysis of the interactome altered by dioxin exposure

The tools described above enabled flexible and deep monitoring of dioxin-induced changes in the transcriptome and interactome. The following day-by-day analysis highlights results of particular interest. More extensive results can be found at the website and in the supplementary files. Cytoscape session (.cys) files containing the day-by-day jActiveModules (jAM) outputs are available at http://funcoup.sbc.su.se/zfish_supplementary.html. Data File S9 shows a GO enrichment analysis of all differentially expressed genes (by ANOVA) for all possible contrasts (treatment and day combinations; see Methods S1). Data File S10 shows a GO enrichment analysis of all dioxin-modulated genes, by day.

#### Day 1 (20 h after exposure, 24 h post-fertilization)

We detected only 81 dioxin-regulated genes on day 1 (ANOVA, *p_α_*<0.01). 55 of them were altered on each of the 5 days, supporting the reliability of the day 1 list (dioxin is a very slowly-metabolized compound, so a single dose leads to a long-term exposure).

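On day 1, 154 of 21493 probes (152 genes) were called, and 645 had an unadjusted p under 0.05. Of the 154, 19 were higher and 135 lower under TCDD, so 12.3% were higher. That share was 29.1% without replicate 1, 34.7% without replicate 3 and 25.6% without replicate 4. At an adjusted p under 0.05, 3 probes remained, 1 higher (*cyp1a*) and 2 lower. Leaving out an experiment moved the count to 82 without replicate 4, 127 without replicate 1, 150 without replicate 3 and 205 without replicate 2. The embryo channel alone gave 95, the arrays of day 1 alone 93, array weights 86 and the experiment as a block 223.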

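Calls on all 5 days were made for 92 probes (91 genes). Of these, 90 were lower under TCDD on every day, and *cyp1a* and *zgc:55733* were higher. The median log2 fold change of the 90 was −0.42, −0.60, −0.75, −0.59 and −0.65 on days 1 to 5, and their median was lower under TCDD in 19 of 19 pairs of arrays. Within groups, the 88 of these probes with values on all arrays rose and fell together, with a median r of 0.576 between probes after each group's mean was subtracted. In 1000 random sets of as many probes this median was 0.0245, and the highest was 0.0756. The number on all 5 days fell when any experiment was left out, which also leaves fewer arrays, to 48, 75, 15 and 30 probes without replicates 1, 2, 3 and 4. It was 25 with the embryo channel alone, 35 with array weights and 21 with each day's arrays fitted alone. The tests of the shared profile were chosen after these probes had been seen.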

On day 1, we identified only one large and high-scoring jActiveModules (jAM) neighborhood (i.e., subnetwork statistically enriched in dioxin-regulated transcripts). *cyp1a*, the classic biomarker of dioxin exposure, was highly (13-fold) upregulated at this stage, but was not a part of the most-altered neighborhood. This single jAM neighborhood was characterized by a fairly large number of transcripts that were in most cases expressed at slightly (<2-fold) rather than highly (>2-fold) altered levels (Fig. S7). 

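Of the 154 probes called on day 1, 138 (89.6%) changed less than 2-fold and 16 at least 2-fold. Of the latter, 9 were higher and 7 lower under TCDD. The median size of the change was 0.44 on the log2 scale. These counts cover all called probes and not the network neighborhood, which was not rebuilt here.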

Among the GO categories significantly overrepresented in this module were proteolysis, stress response, DNA metabolism, regulation of cell cycle, embryonic morphogenesis, and glycolysis. However, many of the most-altered transcripts in the highest-scoring neighborhood for day 1 were poorly annotated. Conversely, many genes included in this neighborhood were not present on the microarray. Therefore, we manually inspected the genes that comprised this neighborhood. 

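On day 1, *fos* had a log2 fold change of −0.04 (adjusted p = 1 from limma), *pax2a* one of −0.27 (adjusted p = 1) and *foxd5* one of −1.05 (adjusted p = 1). *foxi1* changed by 0.44 (adjusted p = 1) and *cdk5* by −0.18 (adjusted p = 1). None of these 5 passed the threshold on day 1 under limma. The probes of *foxd5* and *foxi1* were well above background in the embryo channel on 28 and 25 of the 39 arrays. With replicates averaged by weights from the error of each log ratio, as the methods describe for Rosetta Resolver (an error-weighted mean, without a test), the log2 fold changes were 0.45 for *fos*, −0.20 for *pax2a*, −1.66 for *foxd5*, 0.77 for *foxi1* and −0.31 for *cdk5*. For *fos* this weighting reversed the sign. No probe on the array was found under the name *ubtf*.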

Of particular interest was the large number of transcription factors altered (as identified by Rosetta Resolver analysis), many of which are known to be involved in embryonic morphogenesis and/or stress response: *fos*, *pax2a*, *foxd5*, *foxi1*, and *ubtf*. *cdk5*, a cyclin-dependent kinase involved in neuronal maturation, was down-regulated, which is interesting as multiple neuronal maturation-related transcripts were altered at later time-points.

Analysis of the full list (i.e., regardless of network topology) of dioxin-modulated (as defined by ANOVA, *p_α_*<0.01 for main effect of dioxin treatment) genes for day 1 yielded only one enriched GO biological process: iron homeostasis (Data File S10). This enrichment list consisted of CYP1A together with 3 other genes (cytochrome P450 *cyp11a1*, an embryonic hemoglobin *hbbe2*, and *zgc:109934*). 

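On day 1, *cyp11a1* had a log2 fold change of −0.72 (adjusted p = 1) and was lower under TCDD in 4 of 4 experiments, with a probe well above background on 29 arrays. It passed the threshold of 0.01 on the unadjusted p, but not without replicate 2 (−0.39), without replicate 1 (−0.66) or with normexp and loess (−0.23). The embryonic hemoglobin *hbbe2* had a log2 fold change of −1.45 (standard error 0.39, adjusted p = 0.573), also lower in 4 of 4 experiments. This call was lost without replicate 2 (−1.13), with normexp and loess (−0.19) and with the embryo channel alone (−0.12). The gene *zgc:109934* was not found on the array by name.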

The expression of different genes involved in iron homeostasis changed throughout the time course; however, iron homeostasis as a GO term was found to be significantly enriched on multiple days.

#### Day 1 to Day 2 transition

An examination of meta-flow of GO categories between genes regulated on day 1 and those first altered on day 2 (Fig. 4) suggested a cascade initiated by changes in transcription factors and xenobiotic metabolism genes and leading to genes involved in calcium ion transport, protein metabolism and folding, and transcriptional regulation. 

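On day 1, *cab39* (listed in the files as *zgc:86716*) had a log2 fold change of −0.50 (adjusted p = 1 from limma). *cab39* was not called, whereas *heg* was, with −0.37 (adjusted p = 1), lower under TCDD in 4 of 4 experiments, and its values within groups followed the shared profile of the probes called on all 5 days with r = 0.771. Its day-1 call was lost without replicates 2, 3 or 4 (−0.43, −0.33 and −0.30), with the embryo channel alone (−0.38) and with normexp and loess (−0.24). On days 2 to 5, *heg* had log2 fold changes of −0.50, −0.64, −0.57 and −0.60, lower in every experiment on each day. Its adjusted p was 0.00423 on day 3, 0.0237 on day 4 and 0.00439 on day 5. The day-2 call was lost with the embryo channel alone (−0.44) and without replicate 2 (−0.45) or 3 (−0.48). The day-3 call was lost with the embryo channel alone (−0.31), and the day-4 call with the arrays of that day alone.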

Relatively few calcium-related proteins were identified on day 1; two examples were *cab39* and *heg*. While the CYP1A neighborhood itself was not heavily altered on day 1, it had metaflow GO category connections “day 1→day 2” to “calcium ion transport”. In particular, although none of calmodulins were dioxin-regulated on day 1, eight of them were strongly over-expressed later, beginning on day 2.

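The calmodulin list written from gene names holds 5 genes of the array, with *calm1a*, *calm3a* and *calm3b* listed in the files as *zgc:63926*, *calm2g* and *zgc:76987*. Their log2 fold changes on day 2 were 0.01 for *calm1a*, −0.03 for *calm1b*, −0.08 for *calm2b*, 0.05 for *calm3a* and 0.30 for *calm3b*. A sixth gene, *calm2a* (listed as *calm2d*), is not on the list and had 1.00. *calm2a* passed the threshold (adjusted p = 0.204, higher in 3 of 3 experiments), with a probe well above background on 24 arrays, but not with the embryo channel alone (0.21) or without replicate 3 (0.63) or 4 (1.11). *calm3b* passed it as well on day 2 (adjusted p = 0.216, higher in 3 of 3 experiments) and on day 3 (0.27, adjusted p = 0.128, higher in 4 of 4 experiments). Both calls of *calm3b* were lost without replicates 2, 3 or 4, with log2 fold changes of 0.25 to 0.32 on day 2 and 0.22 to 0.31 on day 3, and the day-3 call also without replicate 1 (0.22). The median of the list was 0.10, 0.01, 0.11, −0.03 and −0.14 on days 1 to 5. limma's camera, which tests whether a list moves relative to all other probes with a preset correlation of 0.01 between genes, gave adjusted p of 0.0625 on day 1 and 0.584 on day 2, over 95 tests (19 lists on 5 days). The day-1 value was the one nearest to a call, 0.0384 without replicate 1 and 0.0499 with the experiment as a block. Adjusted over the list alone, 1 gene was higher on day 2 and 1 on day 3, against 0 by limma on both days over all probes, where 1830 and 3277 probes had an unadjusted p under 0.05. Of the 95 tests, 21 had an adjusted p under 0.05 with camera, 12 with fry (limma's rotation test of the list by itself), 10 of them shared, and 1 when camera estimated the correlation from the data, which was the AHR battery on day 4. The 10 were the AHR battery on days 3 to 5 and, on day 5, the FOS/JUN, actin, p53, chaperone, proteasome, photoreceptor and extracellular matrix lists. The AHR battery includes *cyp1a* and was not tested without it.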

As described above, many genes differentially expressed on day 1 code for transcription factors and proteins involved in morphogenesis. 

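*yy1* stayed near 0 on each day, with a log2 fold change of 0.04 on day 1 (adjusted p = 1 from limma). *junb* had a log2 fold change of 0.54 on day 4 (adjusted p = 0.606, not called) and 1.85 on day 5 (adjusted p = 0.000100, higher in 3 of 3 experiments with a value). *junbl* had 0.53 on day 4 (called, adjusted p = 0.188, higher in 3 of 4 experiments) and 1.45 on day 5 (adjusted p = 3.82e-06, higher in 4 of 4). The day-4 call of *junbl* was lost without replicates 1, 3 or 4 (0.47, 0.49 and 0.45) and with the embryo channel alone (0.49). Its interaction of day and treatment had an adjusted p of 0.0189, and that of *junb* one of 0.0519. *esr1* was lower under TCDD in every experiment on every day, with log2 fold changes of −0.58 on day 2 (adjusted p = 0.0304), −0.77 on day 3 (adjusted p = 0.000217), −0.64 on day 4 (adjusted p = 0.00553) and −0.70 on day 5 (adjusted p = 0.000378). On day 1 it was −0.27 and not called, and with the embryo channel alone its calls on days 2 to 4 were lost (−0.34, −0.51 and −0.52). Within groups, *esr1* followed the shared profile of the probes called on all 5 days with r = 0.661.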

144 transcription factors were eventually altered during the experiment. *vsx2* (*chx10*) was down-regulated and is particularly interesting in that it shares a number of network neighbors with calmodulins and is also functionally coupled to the transcription factor *yy1* (FunCoup-linked to erythropoietin, a dioxin-perturbed member of the hypoxia pathway; see an interactive network of the latter at http://funcoup.sbc.su.se/zfish_supplementary.html) and kinases *junb*, *junbl* (both up-regulated on days 4 and 5) and to estrogen receptor *esr1* (downregulated from day 2 forward). *vsx2* is a homeobox gene involved in retinal development that belongs to the “visual perception” category, and was the first to alter. Other members of this pathway were affected later in the course of observation.

Further reinforcing the pattern of a time-dependent propagation of altered gene expression, a number of RAS signaling proteins altered on day 1 were linked to nucleosomal proteins (mostly histones) altered on day 2. 

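Of 9 histone genes on the list, 6 were higher and 3 lower on day 2, with a median log2 fold change of 0.03 that turned to −0.04 with the embryo channel alone, and a mean of −0.00. camera gave an adjusted p of 0.737. limma called 0 of these genes on that day when adjusted over the list alone and 0 over all probes, and 0 of the 9 had an unadjusted p under 0.05. On day 5, 8 of the 9 were lower, with a median of −0.08 (adjusted p = 0.387), and 1 gene was called lower both over the list alone and over all probes. The links to RAS signaling genes were not analysed here.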

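On day 1, *dnaja2l* had a log2 fold change of −0.26 (adjusted p = 1) and was called and lower under TCDD in 4 of 4 experiments. On day 2 it was −0.27 (adjusted p = 0.192, lower in 3 of 3), also a call. The day-1 call was lost without replicate 1 (−0.27) or 3 (−0.20), and the day-2 call without replicates 1, 2 or 3 (−0.26, −0.19 and −0.27). *ppih* (listed in the files as *zgc:55766*) had a log2 fold change of −0.37 on day 1 (called, adjusted p = 1, lower in 3 of 4 experiments) and of −0.64, −0.69, −0.64 and −0.57 on days 2 to 5. Its adjusted p from limma on those days was 0.0231, 0.00112, 0.00731 and 0.00418, with *ppih* lower in every experiment. Its day-1 call was lost without replicates 1, 3 or 4 (−0.37, −0.26 and −0.26) and with the embryo channel alone (−0.44). The day-2 call was lost with the embryo channel alone (−0.58). Within groups *ppih* followed the shared profile of the probes called on all 5 days with r = 0.841. Of the 75 chaperone genes tested, 47 were higher and 28 lower on day 1 (median log2 fold change 0.02, camera's adjusted p = 0.584). On day 2, 48 were higher and 27 lower (median 0.04, adjusted p = 0.516). With p adjusted over the list alone, limma called 0 on day 1 (2 lower at an unadjusted p under 0.05, and 0 over all probes) and 1 lower on day 2, as over all probes.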

The alteration of protein folding activity (31 out of 96 currently known zebrafish genes in this GO category were affected in total) was initiated on day 1 with *dnaja2l* and *ppih*.

#### Day 2

Multiple high-scoring altered neighborhoods appeared on day 2, and at this time the top neighborhood identified by jAM did include *cyp1a*. Several of the GO biological processes that were altered on day 1 were now affected more strongly, both in terms of number of genes altered and the magnitudes of their expression differences. For example, dioxin-induced processes that exhibited changes in many more genes included the stress response, embryonic morphogenesis, gene transcription, protein metabolism, and DNA metabolic processes including proteins involved in DNA replication and/or repair. 

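On day 2, 709 of 21493 probes (694 genes) were called, 319 higher and 390 lower under TCDD. With the embryo channel alone 61.8% of the calls were higher, against 45.0% in the ratio. At an adjusted p under 0.05, 151 probes were called, 30 higher and 121 lower. The count was 1073 with the experiment as a block, 318 without replicate 2 and 462 without replicate 4. Among named genes with an adjusted p under 0.05 that moved the same way in 3 of 3 experiments, the largest rises after *cyp1a* were those of *gpsn2* (log2 fold change 0.66, adjusted p = 0.0145) and *par1* (0.58, adjusted p = 0.0226), the latter not called with the embryo channel alone (0.55) or with normexp and loess (0.36). The largest falls were those of *guca1e* (−0.75, adjusted p = 0.00255), *mtf1* (−0.75, adjusted p = 0.0227) and *he2* (−0.74, adjusted p = 0.0142). These 3 followed the shared profile of the probes called on all 5 days with r = 0.734, 0.859 and 0.504. Of 24 DNA replication genes, 17 were higher and 7 lower on day 1 (median 0.04, camera's adjusted p = 0.0715, but 0.0483 with normexp and loess and 0.0166 without replicate 3). On day 2, 14 were higher and 10 lower, with a median of 0.02 that turned to −0.01 with the embryo channel alone (adjusted p = 0.737). None was called by limma on day 2 when adjusted over the list alone or over all probes, while 3 higher and 1 lower had an unadjusted p under 0.05.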

Glycolytic energy metabolism remained altered, but differently than on day 1 (Fig. 5). 

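Of the 20 glycolysis genes tested, 14 were higher and 6 lower under TCDD on day 1. Their median log2 fold change was 0.05, with an adjusted p of 0.130 from camera. That list passed 0.05 on day 1 with the embryo channel alone (0.0347) and without replicate 1 (0.00837). On day 2, 15 were higher and 5 lower (median 0.09, adjusted p = 0.105, and 0.0391 with the experiment as a block). On either day limma called 0 genes adjusted over the list alone, as over all probes, with 0 genes on day 1 and 1 gene on day 2 at an unadjusted p under 0.05. On day 3, 17 were higher and 3 lower (median 0.15, adjusted p = 0.105, but 0.0373 without replicate 1 and 0.0253 without replicate 3). On day 4, 12 were higher and 8 lower, with a median of 0.03 that turned to −0.02 with the embryo channel alone and to −0.03 with normexp and loess.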

Transcripts for most other proteins involved in glycolysis showed smaller-fold but significant changes in expression, but the directions of the changes were mixed. For example, while phosphofructokinase (*pfkm*, a critical control point for glycolysis) was upregulated 2-fold on day 1 by dioxin, it was down-regulated later: 2.5-fold on day 2 and increasingly suppressed until day 5, and then returned to normal. 

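*pfkm* had a log2 fold change of 0.03 on day 1 (standard error 0.52, adjusted p = 1 from limma), or 1.02-fold. On day 2 it was −0.01 (standard error 0.56, adjusted p = 1), on day 3 it was 0.17 and on day 4 it was 0.41. No day passed the threshold at this probe, and the values of another *pfkm* probe on the array are not given here. The error-weighted mean gave 1.08 on day 1, −0.00 on day 2, 0.11 on day 3, 0.21 on day 4 and −0.39 on day 5.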

The set of embryonic morphogenesis genes altered on day 2 differed from those of day 1, now coding for proteins involved in other processes such as axon formation and tissue regeneration (*cxcr4b*, *cdh2*, *robo2*, *gap43*). 

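On day 2, *cxcr4b* had a log2 fold change of 0.56 (adjusted p = 0.734 from limma, higher in 3 of 3 experiments), *cdh2* one of −0.51 (adjusted p = 0.873), *robo2* one of −0.08 (adjusted p = 0.996) and *gap43* one of 0.42 (adjusted p = 0.783). None of the 4 passed the threshold on that day. On day 1, *robo2* was −0.08. On days 3 to 5 it was called, at −0.49 (adjusted p = 0.145), −0.51 (adjusted p = 0.259) and −0.54 (adjusted p = 0.0683), lower in 4 of 4 experiments each. The day-3 call was lost without replicates 1, 2 or 3 (−0.45, −0.56 and −0.42) and with the marked spots kept. The day-4 call was lost without replicate 1 (−0.31) or 2 (−0.54), and that of day 5 without replicates 2, 3 or 4 (−0.55, −0.55 and −0.46).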

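Of 5 heme synthesis genes on the array, 1 was higher and 4 were lower under TCDD on day 2 (median log2 fold change −0.05, camera's adjusted p = 0.732). Of 7 hemoglobin genes, 4 were higher and 3 lower on that day, with a median of 0.15 that turned to −0.01 with the embryo channel alone (adjusted p = 0.643). Of either list, 0 genes were called by limma when adjusted over the list alone, 0 over all probes, and 0 had an unadjusted p under 0.05. On days 1, 3, 4 and 5 the medians of the heme synthesis genes were −0.03, −0.09, −0.09 and 0.06, and the day-4 median turned to 0.01 with normexp and loess. Their means on days 1 and 4 were positive, 0.01 and 0.07, against the negative medians. On day 5 camera's adjusted p was 0.130 and that of fry 0.00655, with 1 gene higher at an adjusted p under 0.05, both over the list alone and over all probes. The hemoglobin list had no adjusted p under 0.05 from camera on any day, and its day-1 median of 0.11 stood against a mean of −0.17 and turned to −0.01 with normexp and loess.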

Genes involved in heme synthesis were up-regulated, while many (but not all) heme/porphyrin-containing genes were down-regulated. Other GO processes identified as newly altered on day 2 were chromosome organization and biogenesis, heart development, generation of neurons, and tissue regeneration.

**Figure 5:**
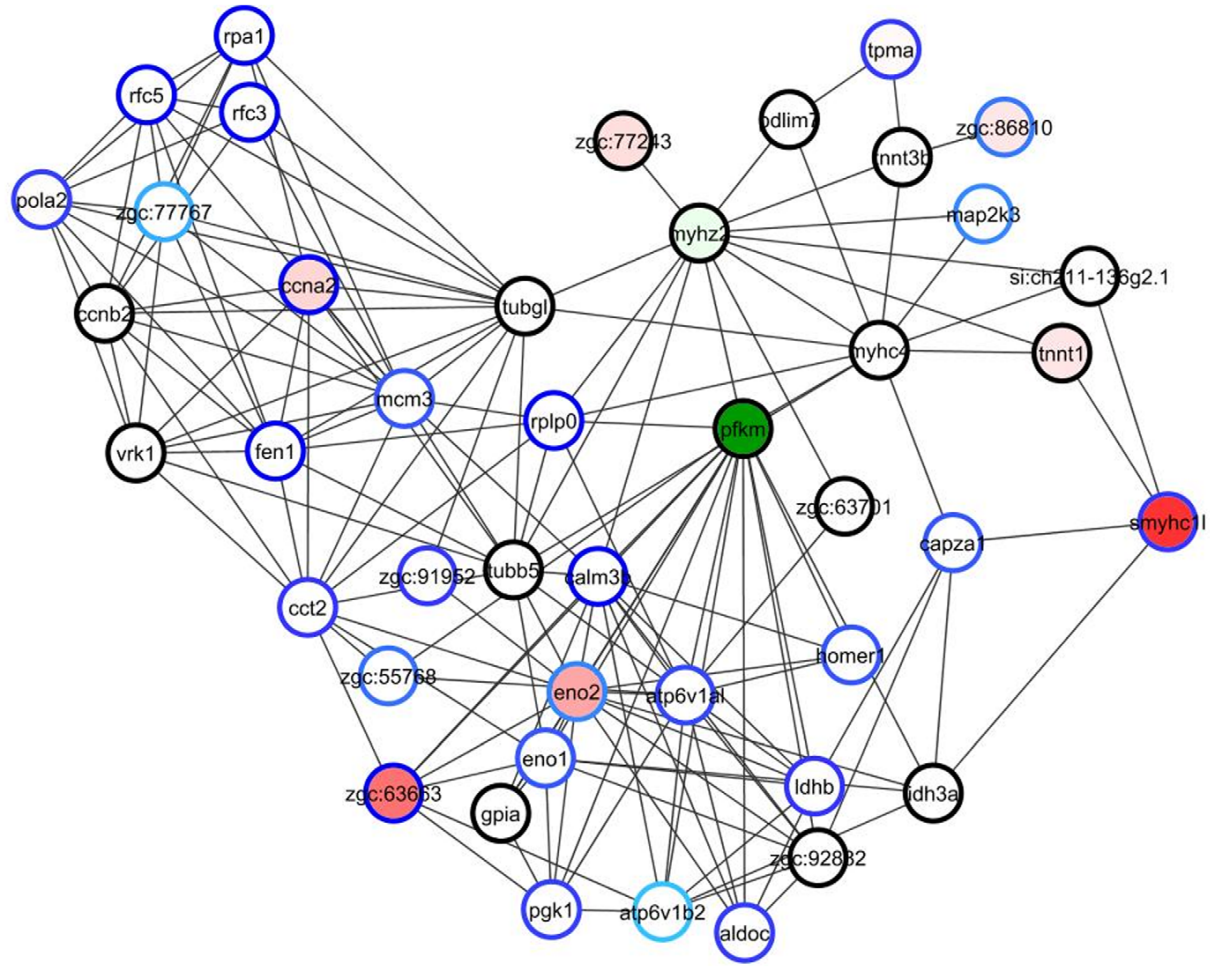
Many genes in an altered (jActiveModules) neighborhood identified on Day 2 are involved in glycolysis. DNA repair and maintenance as well as muscle-related cytoskeletal proteins are also part of this module. Red node color indicates upregulation and green indicates downregulation, with the faintest coloration indicating a 1.3-fold change and darker coloration indicating greater change. Node border color indicates significance; the faintest blue indicates *p_α_* = 0.05, with darker blue indicating greater statistical significance (by Rosetta Resolver).

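Day-2 log2 fold changes of genes of this module were small relative to their errors. Of the glycolysis genes, *eno1* (listed as *zgc:73152*) had 0.03 (adjusted p = 0.997 from limma), *eno2* 0.37 (adjusted p = 0.905), *gpia* 0.16 (adjusted p = 0.949), *pgk1* (listed as *zgc:56252*) 0.17 (adjusted p = 0.825), *aldoc* 0.08 (adjusted p = 0.990) and *ldhb* 0.23 (adjusted p = 0.685). *idh3a* (listed as *zgc:56380*) had −0.16 (adjusted p = 0.543), *ccna2* 0.25 (adjusted p = 0.397) and *zgc:63663* 0.63 (adjusted p = 0.573). The muscle genes *tnnt1* and *myhz2* had −0.00 (adjusted p = 1) and 0.12 (adjusted p = 0.982), the latter with its probe saturated on 2 of 3 TCDD and 2 of 4 vehicle control arrays. None of these 11 genes passed the threshold of 0.01 on day 2. *idh3a* was lower on later days, with −0.22 on day 4 (adjusted p = 0.176) and −0.42 on day 5 (adjusted p = 0.000257, lower in 4 of 4 experiments). Its day-4 call was lost without replicates 1, 2 or 3 (−0.21, −0.18 and −0.22).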

#### Day 2 to Day 3 transition

Day 2 was marked by the most significant daily increase of linkage from transcription factors altered on day 2 towards others altered later. The most dramatic central node of the day 2→day 3 GO network was calcium ion transport (Fig. 4), which became connected to multiple biological processes, such as signal transduction, response to hypoxia (chaperonin *cct4* and *arnt2*), response to xenobiotic stimulus (now *cyp3a65* joined *cyp1a*), retinal and auditory receptor development, and others.

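*cct4* had a log2 fold change of 0.16 on day 2 and 0.22 on day 3 (adjusted p = 0.0788), called on day 3 and higher under TCDD in 4 of 4 experiments. The day-3 call was lost without replicates 1, 3 or 4 (0.18, 0.22 and 0.24) and with the embryo channel alone (0.26). *arnt2* had −0.47 on day 2 (adjusted p = 0.0261) and −0.71 on day 3 (adjusted p = 8.83e-05). On days 4 and 5 it was −0.57 (adjusted p = 0.00279) and −0.62 (adjusted p = 0.000106), and it was lower in every experiment on days 2 to 5. Its calls on days 2 to 4 were lost with the embryo channel alone (−0.32, −0.43 and −0.52), and within groups its values followed the shared profile of the probes called on all 5 days with r = 0.718. No probe was found under the name *cyp3a65*.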

#### Day 3

On day 3, the response of stress-related GO categories was more noticeable than on days 1 or 2, and included genes related to xenobiotic metabolism- and the AHR pathway (*gpx4a*, *cyp3a65*, *ahr2*, *cyp1a*, and others) and DNA damage/metabolism (*rpa2*, *pcna*, *gtf2h3*, *rad23b*). *fos* and *junbl* were also up-regulated, and connected a small cluster composed of altered extracellular matrix (fibronectin and collagen) genes (Fig. S8). 

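On day 3, 1401 of 21492 probes (1332 genes) were called, 735 higher and 666 lower under TCDD, and 591 had an adjusted p under 0.05. The count was 924 without replicate 1 and 925 without replicate 2. With normexp and loess 40.9% of the calls were higher, against 52.5% with the software's normalization. *ahr2* was called, with a log2 fold change of 0.53 (adjusted p = 0.0601, higher in 4 of 4 experiments), while *gpx4a* had one of 0.14 (adjusted p = 0.701), *rpa2* one of 0.25 (adjusted p = 0.428), *pcna* one of 0.25 (adjusted p = 0.391) and *rad23b* one of 0.17 (adjusted p = 0.544), and the last 4 were not called. *gtf2h3* (listed as *zgc:92759*) had 0.39 (adjusted p = 0.0289, higher in 4 of 4 experiments), which fell short of a call without replicate 1 (0.34). The call of *ahr2* was lost without replicates 1, 3 or 4 (0.54, 0.55 and 0.46). *fos* had 0.75 (adjusted p = 0.352, higher in 3 of 4 experiments) and *junbl* 0.43 (adjusted p = 0.193, higher in 4 of 4). Without replicate 4 both passed the threshold (1.01 and 0.51), and *junbl* also with the embryo channel alone (0.51) and with the experiment as a block. Of 8 genes of the AHR battery (genes known as targets of the receptor, *cyp1a* among them), 6 were higher and 2 lower on day 3. Their median was 0.41 and their mean 0.95, with an adjusted p of 0.0197 from camera. That call was lost with the embryo channel alone (0.0698) and without replicates 1, 3 or 4. Adjusted over the list alone, 3 were called higher and 1 lower, against 1 and 1 over all probes. On day 2 the median of this list was 0.14 (5 higher and 3 lower, adjusted p = 0.0560, but 0.00388 with fry, 0.0276 with the embryo channel alone, 0.00830 without replicate 2 and 0.0499 with the experiment as a block), and on day 1 it was −0.10 against a mean of 0.34. Of 15 antioxidant genes, 11 were higher and 3 lower (median 0.11, adjusted p = 0.209), and 1 was called higher both over the list alone and over all probes. Of 12 extracellular matrix genes, 5 were higher and 7 lower (median −0.05, mean 0.01, adjusted p = 0.485, and 0.0314 with the embryo channel alone). Of them, 2 were called lower when adjusted over the list alone, against 1 over all probes. Among named genes that moved the same way in 4 of 4 experiments at an adjusted p under 0.05, *plg* was among those that rose (1.98, adjusted p = 0.0158), but its sign reversed with normexp and loess (−0.28). The largest falls were those of *rcv1* (−2.87, adjusted p = 0.0500), *pax7* (−1.69, adjusted p = 0.0412) and *pbx1a* (−1.38, adjusted p = 0.000172). *rcv1* was −1.45 without replicate 1, *pax7* −1.65, no longer a call, and *pbx1a* followed the shared profile of the probes called on all 5 days with r = 0.676. Other probes of *pbx1a*, well above background on all arrays, had mean log2 fold changes over the 5 days of only −0.170 and −0.185. The size of its fall is therefore that of the probe used and not of the whole gene.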

Alteration of protein folding and catabolism, calcium ion transport, heme biosynthesis, and glycolysis-related genes did not differ from that on day 2. Newly-affected biological processes included protein translation and cell cycle. A variety of developmental and morphogenesis genes were altered, with a prominent addition being *dbx1b*, a brain homeobox gene that was more than 8-fold down-regulated by dioxin.

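*dbx1b* had a log2 fold change of −0.98 on day 3 (standard error 1.21, adjusted p = 0.772 from limma), lower in 2 of 4 experiments. The error-weighted mean was −2.37. On days 1, 2, 4 and 5 the log2 fold changes were −0.19, 0.79, −0.55 and 0.21.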

#### Day 3 to Day 4 transition

Calcium ion transport was again a central node in the day3→4 GO propagation network, but now linked to processes specific to day 4. Many embryonic development categories (mesendoderm development, cartilage development, anterior/posterior axis specification) altered on day 4 were enriched in interactions to genes altered on day 3 in the calcium ion transport category. Similarly, the GO network suggests a strong flow from calcium ion transport genes of day 3 to many stress-response genes of day 4 (positive regulation of apoptosis, DNA damage checkpoint, response to UV, response to xenobiotic stimulus, negative regulation of cell cycle and cell growth). Calcium ion transport genes also remained linked to important transcriptional regulators, and impacted small GTPase-mediated signal transduction of day 4.

#### Day 4

The GO biological processes associated with many of the most-altered portions of our interactome identified by jAM on day 4 often overlapped with those of day 3. In particular, stress response, heme synthesis, protein catabolism, translation and folding, glycolysis, and cell cycle remained altered. Iron homeostasis emerged as an independent category, as did hemopoeisis. 

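On day 4, 726 of 21494 probes (691 genes) were called, 348 higher and 378 lower under TCDD, and 192 had an adjusted p under 0.05. The count was 430 without replicate 1 and 1027 with the experiment as a block. Named genes with the largest rises after *cyp1a*, among those with an adjusted p under 0.05 and the same direction in 4 of 4 experiments, were *mpx* and *ahr2* (log2 fold change 0.81, adjusted p = 0.00553). *mpx* was well above background on none of the 4 vehicle control arrays and on 4 of 4 TCDD arrays, so its rise is at least 3.33-fold. The largest falls were those of *pbx1a* (−0.93, adjusted p = 0.0216), *ack1* (−0.85, adjusted p = 0.0035) and *mtf1* (−0.84, adjusted p = 0.0035). *pbx1a* and *ack1* followed the shared profile of the probes called on all 5 days with r = 0.676 and 0.832. As on day 3, the fall of *pbx1a* is that of the probe used. Its other probes had means over the 5 days of only −0.170 and −0.185. On day 4 the antioxidant list had a median of 0.14 (12 of 15 higher, camera's adjusted p = 0.0189), a p that was 0.176 with fry, 0.142 with the embryo channel alone, 0.138 without replicate 1 and 0.0534 without replicate 3. Of its genes, 0 were called by limma when adjusted over the list alone, as over all probes, and 3 were higher at an unadjusted p under 0.05. Of 12 extracellular matrix genes, 11 were lower on day 4 (median −0.18, adjusted p = 0.0173, but 0.0714 with fry, 0.165 with the embryo channel alone and 0.0816 without replicate 3). Of these, 1 was called lower when adjusted over the list alone and 0 over all probes, with 2 lower at an unadjusted p under 0.05 by limma.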

Considering that these samples were taken 4 days after dosing, and thus after the onset of outright teratogenesis, the changes observed in terms of number of genes and fold-change were relatively modest, even among the most altered jAM network neighborhoods (for example, see top modules for both interactomes for day 4 at http://funcoup.sbc.su.se/zfish_supplementary.html).

#### Day 4 to Day 5 transition

The “calcium ion transport” node remained central and was now linked to a large group of relatively compact and highly enriched GO categories related to mitosis, DNA damage, and apoptosis – a feature likely manifesting a later stage of the stress response. Interestingly, a distinct group of cell division category genes, such as tubulins, was connected to transcription regulation gene sets rather than to calcium ion transport. The ion channel proteins of the transport category that was significant at earlier days were now complemented with several ADP ribosylation factors and RAB proteins. Altered transcription regulation genes, of both general and specific GO categories, were heavily interconnected. Linkage between signaling and embryonic development categories remained noticeable. Novel categories included mitochondrial transport and complement activation (Data File S8, day 4→day 5 subnetwork).

#### Day 5

By far the most differentially expressed genes were identified on day 5. Nonetheless, many dioxin-perturbed GO biological processes of day 5 had already been identified as altered on earlier days. 

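On day 5, 1987 of 21493 probes (1810 genes) were called, 1077 higher and 910 lower under TCDD, the largest count of the 5 days. At an adjusted p under 0.05, 1348 probes were called, 783 higher and 565 lower. Leaving out replicate 4 lowered the count to 1217, and the other replicates left out in turn gave 1510 to 1790. With each day's arrays fitted alone, the counts of days 3 and 5 were 1265 and 1263, and at an adjusted p under 0.05 they were 138 and 2.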

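On day 5, 52 of 75 chaperone genes were higher and 23 lower under TCDD, with a median log2 fold change of 0.08 and an adjusted p of 0.000341 from camera (0.00950 from fry, and 0.371 with the correlation estimated). Adjusted over the list alone, 19 were called higher and 4 lower, against 15 and 2 over all probes. On days 3 and 4 the medians were 0.09 and 0.06, each with an adjusted p of 0.0405, and the day-3 call was lost with fry (0.176), with normexp and loess (0.114) and with the embryo channel alone (0.381), and without replicates 1, 3 or 4. The day-4 call was lost with fry (0.389), with normexp and loess (0.111), with the embryo channel alone (0.296) and without replicate 1 (0.285) or 2 (0.149). Of 17 p53 and apoptosis genes, 13 were higher and 4 lower on day 5 (median 0.38, adjusted p = 0.000429), and 8 were called higher over the list alone, against 6 over all probes. Their median on day 4 was 0.16 (adjusted p = 0.315), and on day 3 it was 0.08, with a mean of −0.06, and turned to −0.00 with normexp and loess. Of 24 DNA replication genes, 23 were lower on day 5 (median −0.22, adjusted p = 0.00013), with 7 called lower over the list alone and 2 over all probes. fry gave this list an adjusted p of 0.0966 and camera with an estimated correlation 0.695. The antioxidant list had a median of 0.09 on day 5 (9 higher and 6 lower, adjusted p = 0.0678, but 0.0463 with the experiment as a block and 0.0496 without replicate 1), and 4 genes were called higher over the list alone, against 3 over all probes. The 8 genes of the AHR battery, *cyp1a* among them, had medians of 0.32 on day 4 (adjusted p = 0.00029) and 0.43 on day 5 (adjusted p = 0.000885). Of 12 extracellular matrix genes, 11 were lower on day 5 (median −0.23, adjusted p = 0.0282 from camera and 0.00785 from fry), a call that was lost with normexp and loess (0.111), with the embryo channel alone (0.203) and without replicate 3 (0.114) or 4 (0.106). limma called 0 of these genes adjusted over the list alone, 0 over all probes, and 3 were lower at an unadjusted p under 0.05.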

Protein folding genes were upregulated in the dioxin-exposed samples, as were apoptosis, stress response, and DNA damage response genes. 

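On day 5, *pfkm* had a log2 fold change of −0.40 (adjusted p = 0.763 from limma). The 20 glycolysis genes divided into 10 higher and 10 lower, with a median of 0.00, a mean of −0.02 and an adjusted p of 0.844 from camera. Of them, 1 was called higher, both adjusted over the list alone and over all probes.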

Altered responses included a return of *pfkm* expression levels to normal, and the disappearance of glycolysis as an altered biological process. 

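Of 11 genes of actin polymerization, 10 were higher under TCDD on day 5, with a median log2 fold change of 0.31 and an adjusted p of 0.000319 from camera (0.00025 from fry, and 0.0892 with the correlation estimated). Adjusted over the list alone, 6 were called higher, against 3 over all probes. Of 11 keratin genes, 6 were higher and 5 lower, with a median of 0.06 that turned to −0.03 with the embryo channel alone and −0.05 with normexp and loess, and a mean of −0.01 (adjusted p = 0.745). For keratins, 2 calls higher and 1 lower remained when adjusted over the list alone, as over all probes. Of 9 cardiac genes, 7 were lower (median −0.33, adjusted p = 0.418, and 0.00294 with the embryo channel alone). limma called 0 cardiac genes adjusted over the list alone, 0 over all probes, and 1 was lower at an unadjusted p under 0.05. *pax6a* and *pax6b* had log2 fold changes of −0.44 (adjusted p = 0.0167) and −0.58 (adjusted p = 0.0202), lower in 4 of 4 experiments each. Both calls were lost without replicate 4 (−0.37 and −0.48), and that of *pax6b* also with the embryo channel alone (−0.45). *emx2* had one of −1.66 (adjusted p = 0.0422, lower in 4 of 4) that was −1.46 without replicate 1, −1.06 without replicate 3, −0.25 with normexp and loess and 0.13 with the embryo channel alone, none of them a call.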

Actin polymerization genes were upregulated, and multiple developmental trajectories were altered more strongly or for the first time at day 5, including neuronal and eye development, cardiac cell differentiation (which was especially marked), and keratin. There were also alterations in immune system genes and the FOS/JUN and NFKB stress response pathways.

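On day 5, *fos* had a log2 fold change of 1.59 (adjusted p = 0.00794 from limma, higher in 4 of 4 experiments). The FOS/JUN list names *atf3*, *jun*, *fos*, *junbl* and *junb*. The 4 of them that were tested were all higher under TCDD, with a median of 1.52 and an adjusted p of 3.0e-05 from camera (5.15e-05 from fry). Of these, 3 were called both over the list alone and over all probes. On day 4 the median was 0.41 (adjusted p = 0.157, but 0.0245 without replicate 2), with 1 gene called higher over the list alone and 0 over all probes, where limma found 1863 probes at an unadjusted p under 0.05. On day 3 it was 0.40 (adjusted p = 0.579), with 0 genes called by limma over the list alone or over all probes, and 1 higher and 1 lower at an unadjusted p under 0.05. Among the named genes picked by rank, which rose in 4 of 4 experiments at an adjusted p under 0.05, *mmp9* rose most after *cyp1a*. Its log2 fold change was 4.05 (standard error 0.59, adjusted p = 5.69e-05). This leaves aside *mpx* (adjusted p = 0.000105), whose rise is only bounded, and *zgc:76926*, which was not picked (fitted value 4.93). *mpx*, which encodes myeloperoxidase, was well above background on 0 of 4 vehicle control arrays and 4 of 4 TCDD arrays, so its rise on day 5 is at least 3.65-fold. That bound does not hold with normexp and loess, where the fitted log2 fold change was 0.51. The largest falls were those of *or2.4*, whose probe was never well above background in the embryo channel, and *iclp2* (−1.88, adjusted p = 0.00298, lower in 4 of 4 experiments). With the embryo channel alone *iclp2* was −0.69 and no longer a call.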

#### Dioxin-altered interactions (all days)

The appearance and disappearance of interactions after dioxin exposure is particularly interesting as it be informative regarding the enabling of circuits that are caused by, adaptive to, or otherwise associated with teratogenesis, as well as the disabling of circuits whose function is typical for normal development. There were relatively few of these dioxin-altered interactions, and we chose to focus on modules enriched in such interactions on the assumption that the groupings would be both statistically significant and biologically relevant.

The network modules found with CohTop typically had much higher GO enrichment scores than did lists of individual differentially expressed genes. This suggests that modules enriched in dioxin-altered interactions often comprised highly coherent protein sets. Across all the discovered modules, the most significantly enriched GO categories were DNA, RNA, ATP, and GTP binding (e.g. *arf*5 and, less significantly, other ADP-ribosylation factors), as well as categories that characterize proteasomal, ubiquitylation, and chaperonin proteins (Data File S5). This last category was also identified by other tools as dioxin-altered.

Numerous hypotheses emerge from a close examination of the dioxin-enabled and –sensitive links and the modules they compose. As an example, cluster N-632 (Fig. 3C) illustrates a dioxin-dependent loss of interactions. 

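*pax6a* and *nr2f2* had r = 0.959 over the TCDD arrays (rho 0.818, p = 1e-05, the smallest possible with 100000 permutations) and 0.654 over the vehicle control arrays (rho 0.659, p = 0.00221). The difference of 0.305 had a permutation p = 0.00466 and an adjusted p of 0.0314 over the 18 pairs. Without the 2 arrays farthest from the median of *pax6a*, the r were 0.946 and 0.537, and with each day's mean subtracted they were 0.705 and −0.208. In the second scan batch they were 0.952 and 0.765, and in the third r was 0.986 over 6 TCDD arrays. For the pairs of *pax6a* with *nr2f1* and of *pax6b* with *nr2f1* and *nr2f2*, r was 0.766, 0.791 and 0.894 under TCDD and 0.589, 0.922 and 0.894 in the vehicle control. The pair of *pax6a* and the topoisomerase gene *si:dkey-98n4.1* (listed as *wu:fc38e02*) had 0.834 and 0.638 (permutation p = 0.0441 and adjusted p = 0.138 for the difference), and that of *pax6b* had 0.667 and 0.630. *pax6a* and *pax6b* had 0.885 and 0.707, and *nr2f1* and *nr2f2* had 0.865 and 0.883. Between *si:dkey-98n4.1* and the nucleolin gene *zgc:152810*, r was 0.364 under TCDD and 0.167 in the vehicle control. *pax6b* and *zgc:152810* had r = −0.164 under TCDD (rho −0.428) and −0.543 in the vehicle control (rho −0.698, p = 0.0106 for r), with an adjusted p of 0.0314 for the difference of 0.380. Within the second scan batch these were −0.276 and −0.514. Of these pairs, 2 had an adjusted p under 0.05 for the difference between treatments, that of *pax6a* and *nr2f2*, with a higher r under TCDD, and that of *pax6b* and *zgc:152810*, with a negative r nearer to 0 under TCDD. On day 5, *nr2f2* had a log2 fold change of −0.67 (adjusted p = 0.000569) and *nr2f1* one of −0.24 (adjusted p = 0.0625), both lower in 4 of 4 experiments. The call of *nr2f1* was lost without replicates 1, 3 or 4 (−0.25, −0.23 and −0.17).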

Co-expression links between two transcription factors (*pax6a* and *pax6b*), two nuclear receptors (*nr2f1* and *nr2f2*), topoisomerase 2B (*si:dkey-98n4.1*), and the nucleolin *zgc:152810* disappeared after dioxin treatment. This suggests that a functional relationship that existed between the *pax6* and *nr2f* transcription factor networks was disrupted, and that coordination between these transcription-related networks and the associated (in the absence of dioxin) adjacent DNA replication and repair/RNA processing/cell division network was altered by dioxin.

Calmodulins were involved in both dioxin-sensitive and dioxin-enabled modules in a sub-network comprising 140 proteins (six modules listed at http://funcoup.sbc.su.se/zfish_calmodulin.html). This supported the identification by other tools (above) of calcium metabolism-related genes as highly altered by dioxin exposure.

Finally, it was striking that the CohTop clustering did not identify any “day 1” dioxin-enabled/-sensitive modules. In total, 33 of the 81 genes differentially expressed on day 1 participated in such dioxin-altered interactions. 16 genes were found in the dioxin-enabled modules and 2 in dioxin-sensitive modules, but no module contained more than a single differentially expressed gene of day 1. In other words, the genes initially modulated by dioxin were relatively isolated, and as a result the network was minimally perturbed on day 1, but much more perturbed on later days. This observation supports the hypothesis that dioxin initially affects a small number of genes, and that this signal is then further propagated on a longer time scale – days rather than hours.

## Discussion

In this work, we generated and analyzed microarray data related to dioxin embryonic toxicity using a new interactome and novel analysis tools. This enabled us to review the progression of dioxin-induced changes in gene expression and the network structure itself in the zebrafish at the most dioxin-vulnerable stage of its development. The efficiency of our analysis of dioxin-altered global gene expression was enhanced by the interactome approach, as the network-based analysis tools were superior to their single-gene analogs in terms of both statistical power and biological interpretability. A variety of interesting biological hypotheses result from our analysis.

Despite the marked induction of the transcript for the classic dioxin biomarker *cyp1a*, the earliest response to dioxin at a network level was not strongest in the neighborhood of *cyp1a*. Rather, on day 1, the most changed neighborhoods were those associated with lysosomal proteolysis, DNA metabolism, transcription, cell cycle progression, glycolysis, and embryonic morphogenesis.

In general, the genes that were significantly changed on day one were scattered throughout the interactome and did not comprise a single network neighborhood. However, our novel analytic approach demonstrated that the small focal responses observed on day 1, including stress-responsive and xenobiotic-responsive (e.g., *cyp1a*-associated) biological processes, were linked under the requirement of statistical significance to larger neighborhood responses at later days. These linkages were also extensive: the genes that were dioxin-regulated on day 1 were linked (FunCoup) to >45% of all of the genes that were dioxin-regulated at later days. This result suggests a time-dependent propagation of the dioxin-regulated transcriptomic signal: we hypothesize that the changes in gene expression that occurred on day 1 cause some of the gene expression changes that occur on later days, which underlie the teratogenic effect of dioxin. Since dioxin is recalcitrant to metabolism, the temporal progression of modulation of linked genes may relate as well in part to sustained dioxin exposure (*cyp1a* induction was maintained at a high level even at day 5). Many of these genes that are regulated by dioxin appear to be related to developmental pathways known to be perturbed by dioxin (e.g., *chx10*, *dnaja2l*, *cyp11a1*, *ppih*). A full discussion relating these genes to the molecular mechanisms of dioxin activity is not warranted without additional experiments. However, *cyp1a* particularly merits a discussion: its central role is surprising when compared to previous results.

While a 2003 study suggested that knock down of *cyp1a* expression in *D. rerio* reduced the developmental effects of dioxin exposure [43], other studies indicate that *cyp1a* expression is not required for the teratogenicity of dioxin in *D. rerio* [23], and that *cyp1a* expression and/or activity may even be protective in *D. rerio* and other fish species when exposed to other AHR agonists [44], [45], [46], [47]. Mammalian CYP1A1 and CYP1A2 generally appear to be either protective or irrelevant to dioxin teratogenicity [48]. However, *Cyp1a1(−/−)* mice were protected against high-dose acute dioxin-mediated toxicity, including uroporphyria [49]. Our findings suggest that some important aspects of dioxin-mediated developmental toxicity may be influenced by CYP1A induction, even if outright induction of deformities during development is not.

Multiple cytochrome P450s, including CYP1A but also CYP2, CYP3, and CYP4 family enzymes, participate in a number of pathways that produce and process bioactive molecules derived from fatty acids, e.g. eicosanoids. Many of these molecules have signaling roles both in endogenous processes and in response to xenobiotic exposure, and there is growing evidence that perturbation of these pathways is important in the toxicity of AHR ligands [50], [51], [52]. Furthermore, many processes regulated by eicosanoids were altered in our data. Therefore, we carried out a directed investigation of whether the pathways “Arachidonic acid metabolism,” “Steroid biosynthesis,” “C21-Steroid hormone metabolism,” and “Retinol metabolism” (as annotated in the *D. rerio* version of KEGG pathway database) were altered in our microarray data. Our network included many members of these pathways, but did not show any significant dioxin-related dynamics, either independently or in relation to CYP1A. On the contrary, we observed multiple “dioxin-resistant” links in these pathways. Of course, it is possible that this lack of an effect is a reflection of incomplete understanding of all of the relevant proteins and interactions. There are hundreds of eicosanoids, and their metabolism is far from fully elucidated. Therefore, key P450s (and other genes) may not be incorporated into our interactome, or evidence may be lacking for their respective interactions. Some were also not included on the arrays, such as the important AHR-responsive gene *cyp1b1*.

While heart deformities have been a major focus of research into developmental dioxin toxicity in fish and birds, other effects are highlighted by our results. Genes associated with embryonic morphogenesis were altered throughout. The number of affected genes, as well as respective processes and tissues, increased in the course of the experiment. The transcriptional dysregulation of genes involved in heart and muscle development is consistent with previous data suggesting that some of the heart teratogenesis may be expression-driven [24], [25]. 

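Of 27 fast muscle genes on the array, 24 were higher and 3 lower under TCDD on day 1 (median log2 fold change 0.14, adjusted p = 0.0189 from camera). This call was lost with fry (0.788), with normexp and loess (0.131) and without replicate 4 (0.523). On day 2, 21 were higher and 6 lower (median 0.16, adjusted p = 0.0314, but 0.655 from fry, 0.171 with the embryo channel alone, 0.111 with normexp and loess and 0.308 without replicate 1). On both days limma called 0 of them adjusted over the list alone, as over all probes, with 0 on day 1 and 3 higher on day 2 at an unadjusted p under 0.05. On day 4, 8 were higher and 19 lower (median −0.05, adjusted p = 0.173), and the adjusted p was 0.0130 with normexp and loess and 0.00733 without replicate 3. On day 5 the median was −0.02 and the mean 0.01, and the median turned to 0.01 with each array centred on its median. The cardiac genes had a median of −0.22 on day 4 (4 higher and 5 lower, adjusted p = 0.718, but 0.00969 with normexp and loess and 0.00294 with the embryo channel alone). On day 3 their median was 0.09 and their mean −0.01, and the median turned to −0.21 with the embryo channel alone and to −0.10 with normexp and loess.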

Interestingly, genes involved in neuronal maturation were also altered, suggesting neuronal alterations in dioxin-exposed zebrafish. Such an effect has been reported in a variety of species including humans [53], [54], [55], but only rarely in fish [56]. Eye/retina development was affected as well, beginning with the homeobox gene *vsx2* and expanding to additional genes. 

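Of the 26 photoreceptor genes tested, 18 were lower under TCDD on day 3. Their median log2 fold change was −0.11 and turned to 0.04 with the embryo channel alone. camera's adjusted p on that day was 0.0446, but 0.389 from fry, 0.109 with normexp and loess, 0.846 with the embryo channel alone, and 0.541, 0.208 and 0.106 without replicates 1, 3 and 4. On day 4, 24 were lower (median −0.33, adjusted p = 0.00029, and 0.152 from fry). On day 5, 24 were lower (median −0.39, adjusted p = 0.000896, 0.0340 from fry and 0.407 with the correlation estimated). When adjusted over the list alone, 4, 2 and 5 genes were called lower on days 3 to 5, against 3, 2 and 4 over all probes. Of 21 crystallin genes, 19 were lower on day 4 (median −0.37, adjusted p = 0.0189), a call that was lost with fry (0.409) and without replicate 1 (0.999). Of the crystallins, 0 were called by limma on day 4 when adjusted over the list alone, 0 over all probes, and 0 had an unadjusted p under 0.05. On day 5, 16 were lower and 4 higher (median −0.30, adjusted p = 0.206), and the adjusted p was 0.00147 with normexp and loess and 0.00231 with the embryo channel alone, and 0.0445 without replicate 1. The paper states from the development genes in its lists that eye and retina development was affected.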

While eye deformations other than slower eye pigmentation and development have not been a highlight of fish studies, they have been noted in other model animals [53], [57], [58], [59], [60], [61]. Thus, our results suggest that dioxin-mediated alteration of these processes is conserved in zebrafish, and can therefore be efficiently studied in this powerful model organism.

Perhaps the most striking trend in the network meta-flow between GO categories was the central position of calcium ion transport. This supports previous observations of a role for altered calcium homeostasis in mediating dioxin toxicity at very early time-points [62], [63]. While we did not examine such time-points, our results support a critical role of calcium ion homeostasis in propagating the teratogenicity of dioxin over longer time-courses. Indeed, dioxin has been shown to affect other calcium-related proteins and signaling pathways [64], [65].

We identified a strong alteration in regulation of genes related to iron homeostasis, including multiple cytochrome P450s, heme biogenesis and metabolism proteins, and others. Thus dioxin's toxic effects may relate to dysregulation of iron metabolism in fish. This idea is supported by the findings of AHR-dependent heme synthesis dysregulation in adult mice [66], and of porphyria in dioxin-exposed mammals and birds, including humans [49], [53], [67], [68]. Additionally, Belair *et al.* [69] found that in *Danio rerio* early embryonic exposure to dioxin interfered with the switch from embryonic to adult erythropoiesis and caused anemia, and Hahn and Chandran [70] showed that heme metabolism could be affected by dioxin in a fish cell line.

Multiple dioxin-altered mitochondria-related biological processes included calcium and iron/heme metabolism, apoptosis, mitochondrial transport, and glycolysis. A significant body of work describes dioxin-induced mitochondrial toxicity [71], [72], [73], [74]. However, while much of the previous work focused on induction of mitochondrial oxidative stress by dioxin, we did not find a strong transcriptional signal indicative of such a stress, despite the deliberate inclusion of a manually-assembled antioxidant response element network into the interactome analysis. This is also surprising since previous studies have shown that dioxin and related planar halogenated aromatic compounds can cause oxidative stress in various tissues or subcellular fractions, in particular microsomes [72], [75], [76], [77], [78], [79]. It is possible that such generation of oxidative stress is restricted in terms of relevant cell types, and thus the transcriptomic signal was too dilute in our whole-organism extraction to be detected. There may also be species-specific differences in terms of antioxidant defenses [80], although the studies cited above include both mammals and fishes. Another possible limitation is technical—the array we used does not include probes for any mitochondrial DNA-encoded genes, so any alterations in their levels will have gone undetected.

We identified several dioxin-altered biological processes that have been reported by other researchers, although not all of them had been placed in the embryonic context. In addition to xenobiotic metabolism genes [81], [82], [83] and cell-cycle genes [25], [27], [65], [84], we found down-regulation of genes involved in fin regeneration, recently identified as an important target of dioxin exposure [85], [86], as well as regulation of extracellular matrix genes, also a known dioxin target [86], [87]. The observed changes in immune system and steroid metabolism are consistent with dioxin's immunotoxic [2], [88] and endocrine-disruptive [20], [89] activities. Thus, while our experimental approach was based on whole embryo RNA, we were able to identify several altered biological processes that would appear to be tissue-specific. Nonetheless, it is likely that some tissue-specific transcriptional changes were diluted beyond recognition in our whole-embryo RNA extracts.

Interestingly, generalized stress-responsive transcriptional changes were not strongly evident until late in the time-course (although categories associated with xenobiotic responses were altered early, largely due to *cyp1a*). Indeed, our results suggest the hypothesis that dioxin-induced teratogenicity is less dependent on outright toxic effects such as the generation of oxidative stress, than on altered gene regulation. As detailed above, the prime candidates for driving teratogenesis are genes involved in embryonic morphogenesis processes, calcium and iron metabolism, and mitochondrial function.

Many proteins interact conditionally rather than at all times and in all contexts; e.g., AHR dimerization with ARNT only occurs after ligand binding. Furthermore, such interactions may represent either adaptive or toxic responses to a stressor. We identified differentially expressed links – interactions that appeared or disappeared upon dioxin exposure – and network clusters shaped by such interactions. Differentially expressed links were much less common than differentially expressed genes. This feature made the effects easier to localize and interpret, despite the greater complexity of networks as compared to gene sets. Most of the clusters were compact and relatively disjointed, which was expected since most of the transcriptome functioned normally even by the end of the experiment. We propose that “frontier” genes linked to both dioxin-enabled and dioxin-sensitive modules may be of particular importance in understanding dioxin's molecular effects. In future experiments, such segments may serve as “watch points” that would help distinguish adaptive from toxic responses.

In conclusion, we present the first published fish interactome, novel tools for interactome-based microarray data analysis, and intriguing microarray data that together suggest novel hypotheses regarding the mechanism of dioxin's toxicity. Future experiments will be required to verify the zebrafish-specific interactions that our interactome predicts, explore the relevance to other eukaryotic species as well as robustness and scalability of our bioinformatic tools, and test the biological hypotheses that our microarray data suggest, via morpholino or other techniques.

## Materials and Methods

### Dioxin exposures

AB* zebrafish embryos were exposed from 4 to 5 hpf to 1 ng/ml TCDD, a dose previously shown to induce deformities [37]. This dose would eventually cause mortality, but not until after the final sampling point (Henry et al., 1997). No dioxin-induced mortality was observed during the experiment. Dosing was done between 2 and 3 PM. Exposures were carried out at 28.5°C in a shaking incubator to maintain oxygen distribution. The carrier and control was 10 µl of DMSO per 10 mL 30% danieau in glass scintillation vials with Teflon-lined lids. TCDD was obtained from Cambridge Isotope (cat #ED-901-B, Solution Lot 35124-51, analyzed concentration 51.36 µg/ml). Initially, embryos were dosed in 3 vials with ∼80 embryos per vial. After 1 h, the dosing solution was removed and embryos in each vial were rinsed 3 times, transferred to a single clean vial (containing all ∼240 embryos) and rinsed 3 times more, and finally randomly distributed into into 12 clean vials in groups of approximately 15–20 embryos per vial with 5 mL danieau. Water was changed daily. 3 vials per treatment group were harvested daily on days 1 & 2; 2 vials per treatment were harvested on days 3, 4 and 5. The entire experiment was repeated 4 times independently (*n* = 4), approximately one week apart in time, except for day 2 under TCDD treatment where one sample degraded (*n* = 3) (Fig. 2A). The experimental protocol was approved by the Duke University Institutional Animal Care & Use Committee (IACUC).

### RNA extraction and microarray analysis

RNA from TCDD- and vehicle control-treated zebrafish was extracted daily between 10 and 11 AM for each time point. RNA extraction was carried out using Qiagen's RNEasy kit (Qiagen, Valencia, CA, USA), and analyzed for integrity with a BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). A universal reference design was used for this study, such that all control and TCDD samples were compared to pooled RNA extracted from a zebrafish embryonic fibroblast cell line. RNA was extracted as described above from Zf4 cells derived from 1-day old zebrafish embryos [90] grown in 25cm culture plates. Aliquots of the isolated RNA were stored in either liquid nitrogen or a −80C freezer until they were used for microarray experiments.

Microarray hybridizations were performed on the 22K Agilent platform. 1 µg of total RNA from each sample was amplified and labeled with a fluorescent dye (either Cy3 or Cy5) using the Low RNA Input Linear Amplification Labeling kit (Agilent Technologies, Palo Alto, CA) following the manufacturer's protocol. The amount and quality of the fluorescently labeled cRNA was assessed using a NanoDrop ND-1000 spectrophotometer and an Agilent Bioanalyzer. Equal amounts of Cy3- or Cy5-labeled cRNA were hybridized to the Agilent Zebrafish Oligo Microarray (Agilent Technologies, Inc., Palo Alto, CA) for 17 hrs, prior to washing and scanning. Data were extracted from scanned images using Agilent's Feature Extraction Software (Agilent Technologies, Inc., Palo Alto, CA). Microarray data are described in accordance with MIAME guidelines, have been deposited in the National Center for Biotechnology Information's GEO and are accessible through GEO series accession number GSE15410.

### Ortholog-supported creation of FunCoup network

An interaction network of zebrafish proteins was produced with data from other eukaryotes. Hence, only protein pairs with orthologs to at least one of those model species (MS) were included. There were 9377 such proteins, which produced 747333 links at our minimal confidence level of FBS>3.0 (Fig. S3). Confidence levels for FunCoup are calculated as the probability of functional coupling of two nodes, based on the Final Bayesian Score (FBS) associated with the strength of evidence for that interaction (described below). We employed Zfin IDs (ZDB-*) for both finding orthologs and presenting the whole predicted network in the web database. However, the web database allows querying for the other conventional IDs, such as gene symbols, ENSEMBL genes, proteins etc. Orthologs were identified using the InParanoid (version 5.0) database, and links were identified using FunCoup.

See in Methods S1:

1. identification of orthologs and ortholog-based network links,
2. identification of microarray-derived network links,
3. confidence estimates;
4. ANOVA of microarray changes.

### Generation of the time-dependent GO network

To generalize the network view and show the functional flow in the course of embryonic development affected by the experimental conditions, we constructed an (altered sub-) network of GO categories. It was based on the set of 898 dioxin-regulated (differentially expressed between the dioxin and control conditions; ANOVA, *p_α_*<0.01) genes assigned to a GO biological process and having a FunCoup link (confidence FBS>3).

1. For any two GO “biological process” categories, a link was counted if it connected differentially expressed (DE) genes – category members – in the original gene network.
2. The GO-GO links were classified into 9 *day patterns* according to the days when the genes were DE for the first time:
  - **day 1 -- day 1 : both genes DE on d.1;**
  - **day 1 → day 2 : one gene DE on d.1, the other on d.2;**
  - **day 2 -- day 2 : both genes DE on d.2;**
  - **day 2 → day 3 : one gene DE on d.2, the other on d.3;**
  - **day 3 -- day 3 : both genes DE on d.3;**
  - **day 3 → day 4 : one gene DE on d.3, the other on d.4;**
  - **day 4 -- day 4 : both genes DE on d.4;**
  - **day 4 → day 5 : one gene DE on d.4, the other on d.5;**
  - **day 5 -- day 5 : both genes DE on d.5;**
3. For each potential GO-GO network link, its enrichment was calculated as a chi-square score:
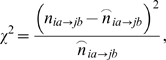

4. It compared the observed number 

 of links between GO categories *i* and *j* for the day pattern *a*→*b* with the expected one defined as 
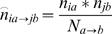
, i.e. calculated from occurrences of *any* links that involved genes of these categories expressed on days of interest *a* and *b*, respectively. *a* = {1, 2, 3, 4, 5} and *b* = {1, 2, 3, 4, 5}.
5. Only enriched GO-GO links were plotted in the GO network, i.e. ones with chi-square score >6.64 (*p_0_<0.01*), observed number of gene-gene links 

≥3, and the respective expected number 

>0.5.

### Cytoscape analysis

#### Rosetta Resolver analysis

As described, a universal reference design was used for this study. The gene expression data were loaded into the Rosetta Resolver® Gene Expression Analysis System version 6.0.0.0.311. The data from biological replicate samples were combined using an error-weighted average and then “re-ratioed” in order to make direct comparisons between the TCDD treated samples and the vehicle control samples at each time point. These fold-change and p-value data were used for Cytoscape analyses.

#### Interactome

We used two different interactome versions for all comparisons in Cytoscape 2.6.0 [29], [40]. They were the FunCoup networks containing all interactions with a FBS>6 or FBS>8, in each case supplemented by a small number of literature-derived manually-curated interactions involved in the AHR pathway and the antioxidant responsive element pathway. These interactomes contained 5760 nodes and 99570 interactions (FBS>6) and 3512 nodes and 32520 interactions (FBS>8), and are available as .sif files in Data Files S3 and S4. The smaller interactome (FBS>8) consists of interactions for which there was more evidence and therefore obtained higher confidence. The larger interactome (FBS>6) includes, in addition, lower-confidence interactions but covers a greater number of the transcripts represented on the array. We chose to use both in our analyses, and then compare the results.

#### Identification of sub-networks with many differentially-expressed genes

We used the jActiveModules (version 2.2) plugin [29], [40] to identify the 20 most highly dioxin-altered network neighborhoods (modules) for each timepoint (days 1–5). We used an overlap threshold of 0.5 with size-adjusted scoring and regional scoring enabled. The greedy search was limited to a depth of 1 and a maximum depth from start nodes of 1. A separate search was initiated for each node in the network. These sub-networks can be retrieved by opening Cytoscape sessions (.cys files) containing the day-by-day jAM outputs (archived at http://funcoup.sbc.su.se/zfish_supplementary.html).

#### Identification of GO enrichment of active modules

We then used the BiNGO (version 2.0) plugin [91] to analyze the enriched Gene Ontologies for at least the top 13 modules for each day and interactome (5 days*2 interactomes = 10 total comparisons). We assessed overrepresentation using the hypergeometric test with the Benjamini and Hochberg false discovery rate (FDR) multiple testing correction and significance *p_FDR_*<0.05, testing each cluster versus the entire annotation and identifying altered GO Biological Processes. In some cases, BiNGO identified biological processes within individual active modules that consisted almost entirely of genes that either were not present on the microarray, or did not show dioxin alteration either by fold-change or by p-value. Such processes were identified via manual inspection and eliminated from consideration.

### GoMiner analysis

The ratioed gene expression data were used to identify differentially expressed transcripts using the following thresholds: log ratio p-value<0.1, absolute fold-change>1.3, log_10_ intensity>2.5, in at least 3 of 4 replicates on each day. Gene ontology enrichment analysis was performed using High-Throughput GoMiner [38], [39] on the differentially expressed transcript list that was generated for each time point; separate analyses were performed for lists of up-regulate, down-regulated, and changed (i.e. both up- and down-regulated) genes.

## Supporting Information

Methods S1 This file contains supplemental methods.
(0.13 MB DOC) Click here for additional data file.

Figure S1 Heat map of genes significantly changed in the course of the 5-day transcriptome observation after dioxin treatment.
(0.31 MB TIF) Click here for additional data file.

Figure S2 Distribution of fold-change values in microarray probes significantly (pα<0.01) differentially expressed between dioxin-treated and control zebrafish embryos.
(0.02 MB TIF) Click here for additional data file.

Figure S3 The overlap between a FunCoup network based chiefly on data from orthologs and a network with links based on general mRNA co-expression in the zebrafish microarray dataset over 39 experimental conditions.
(0.06 MB TIF) Click here for additional data file.

Figure S4 Evidence used for the generation of the FunCoup network came from 8 eukaryotic species (top panel A) and 51 individual large-scale datasets that belong to 8 major data types (bottom panel B).
(0.05 MB TIF) Click here for additional data file.

Figure S5 Connectivity distributions of genes in the zebrafish interactome. Distribution of connectivity k (number of links per network node) in biological networks is scale-free, i.e., characterized by high occurrence P(k) of nodes (genes) with few links, while links with multiple connections, so called network hubs, are rare. This is modeled with a power law. When plotted on log-log scale, points produce a straight line. A. Orthology-based network at the lowest confidence cutoff FBS = 3; B. Orthology-based network at a stricter confidence cutoff FBS = 7; C. Microarray-based links with orthology support (FBS>3) enabled with dioxin treatment (“E”); D. Microarray-based links with orthology support (FBS>3) sensitive to (disappearing after) dioxin treatment (“S”).
(0.08 MB TIF) Click here for additional data file.

Figure S6 Combined perspective on the network perturbation after the dioxin treatment during the five days of the experiment. Nodes of the network are defined as GO “biological process” categories that include one or more differentially expressed genes in the course of the experiment. Network edges summarize those in the gene network that connect differentially expressed genes between GO-GO. Node color represents the fraction of the genes in that node that are regulated on any day (green is low, red is high). Edge thickness and opacity represent the number of gene-gene links between two categories and chi-square score that this pair of categories is enriched in links, respectively. Edge color and arrows show timing of differential expression between gene-gene pairs in respective GO categories (see legend). A user-manipulated Cytoscape map with break-down to individual days is presented as Data File S8.
(1.61 MB TIF) Click here for additional data file.

Figure S7 The most-altered neighborhood (by jActiveModules in Cytoscape) identified on day 1 post-dioxin treatment is characterized by multiple genes that exhibit statistically significant but small fold changes. Red node color indicates upregulation and green indicates downregulation, with the faintest coloration indicating a 1.3-fold change and darker coloration indicating greater change. Node border color indicates significance; the faintest blue indicates pα = 0.05, with darker blue indicating greater statistical significance (by Rosetta Resolver).
(1.73 MB TIF) Click here for additional data file.

Figure S8 Many genes in an altered neighborhood (by jActiveModules in Cytoscape) identified on day 3 are involved in stress response signaling and extracellular matrix. Red node color indicates upregulation and green indicates downregulation, with the faintest coloration indicating a 1.3-fold change and darker coloration indicating greater change. Node border color indicates significance; the faintest blue indicates pα = 0.05, with darker blue indicating greater statistical significance (by Rosetta Resolver).
(0.08 MB TIF) Click here for additional data file.

Data File S1 Correlation (across all transcripts) for each microarray.
(0.05 MB XLS) Click here for additional data file.

Data File S2 A list of altered genes identified as dioxin-modulated by ANOVA analysis, along with the days on which they were differentially expressed (DE) and basic descriptions and GO annotations.
(0.51 MB XLS) Click here for additional data file.

Data File S3 Zebrafish interactome (FBS>6) in .sif format.
(0.47 MB ZIP) Click here for additional data file.

Data File S4 Zebrafish Interactome (FBS>8) in .sif format.
(0.15 MB ZIP) Click here for additional data file.

Data File S5 GO enrichment analysis of modules enriched in dioxin-enabled (P), -sensitive (N), or a combination (PN).
(0.06 MB XLS) Click here for additional data file.

Data File S6 Genes that were dioxin-regulated on day 1 (“day 1”), ordered by the number of genes that were dioxin-regulated on days 2–5 to which each “day 1” gene was linked in the interactome.
(0.02 MB XLS) Click here for additional data file.

Data File S7 Genes that were dioxin-regulated on day 1 (“day 1”), listed on the same row with each gene that was dioxin-regulated on days 2–5 (“Other day”) and to which the “day 1” gene was linked in the interactome.
(0.32 MB XLS) Click here for additional data file.

Data File S8 GO-GO Cytoscape session file.
(0.18 MB ZIP) Click here for additional data file.

Data File S9 GO enrichment analysis of all differentially expressed genes (by ANOVA) for all possible contrasts (treatment and day combinations; see Methods).
(0.44 MB XLS) Click here for additional data file.

Data File S10 GO enrichment analysis of all dioxin-modulated genes (by ANOVA), grouped by day.
(0.04 MB XLS) Click here for additional data file.

# Supplementary material for: Dynamic Zebrafish Interactome Reveals Transcriptional Mechanisms of Dioxin Toxicity
**Source:** PLoS One. 2010 May 5;5(5):e10465. doi: 10.1371/journal.pone.0010465
**Supplement:** Methods S1 — This file contains supplemental methods. (0.13 MB DOC)

Supplementary Methods

**Dynamic Zebrafish Interactome Reveals Transcriptional Mechanisms of Dioxin Toxicity**

Andrey Alexeyenko1, Deena M Wassenberg2, Edward K Lobenhofer3, Jerry Yen2, Erik LL Sonnhammer1, Elwood Linney2, Joel N Meyer*4

### Overview of Interactome generation

Normally, FunCoup [1] combines a species’ own evidence with that from orthologs. However, a network in a species without any of its own data can also be generated. FunCoup can predict gene-gene interactions by simply correlating gene expression profiles over a sufficiently extensive series of conditions. Our expression dataset was the only source of *D. rerio* data suitable for this purpose (i.e. relevant to protein function discovery and large enough to calculate correlations with confidence). We thus decided to use it as part of the evidence for building the backbone zebrafish interactome with FunCoup. Importantly, co-expression evidence from the zebrafish microarray data taken alone was not strong enough to define a single link. The interactome connections between pairs of genes, predicted from data integration in FunCoup, received continuous Final Bayesian scores (FBS) – probabilistic estimates of links’ confidence. In the course of training on a large set of known interactions (signaling and metabolic zebrafish pathways available in KEGG database), each particular value of each metric pair-wise similarity (correlations etc.) could have been quantified as evidence of functional coupling between the two genes, depending on which dataset and which organism it comes from. Thus the FBS scores summarized the evidence for a link between the genes from a range of eukaryotes plus a correlation over our zebrafish microarray dataset. The maximum FBS from zebrafish co-expression evidence was 3.23, and thus interactions almost never (<0.01%) surpassed our minimum threshold of FBS=3 (*pFDR* < 0.50; calculation of FBS and estimation of false discovery rate described below) based on the microarray data alone. Thus, the FunCoup network could not have been created without data from other organisms, and was in fact comprised almost entirely of genes with orthologs in at least one better studied eukaryote. At FBS > 3, 9,377 such genes produced a total of 747,333 interactions in the FunCoup network (Fig. S3). Nonetheless, a large fraction of FunCoup interactions (27.3%) would not have reached FBS=3 without the help of the zebrafish microarray correlations. Underscoring the importance of this data, its overall contribution to the construction of the network (i.e. an average contribution to confidence of a single link) was ~17.3%, (Fig. S4A). In summary, the zebrafish microarray correlations played an important but largely supportive role in the generation of the FunCoup network, such that its use did not compromise our ability to retrieve dioxin-responsive information from the same data. The details of the latter are described in the next section.

Importantly, it is possible to restrict the interactome to higher-confidence interactions. For example, at confidence FBS>7, the network comprised 52,139 interactions between 4,313 genes (at threshold *pFDR* = 0.15: least confident interactions had an FDR of 0.15; most had much lower *local* FDRs). For the jActiveModules analyses, we used cutoffs FBS>6 and FBS>8 (92425 and 30449 links, respectively; see Methods for more details). No matter what interactome is chosen, the potential for false interactions to mislead subsequent analysis is minimized by searching for regions of the interactome that are enriched in *many* altered genes or interactions. This is the case for the approaches we took (jActive modules, CohTop, GO-GO).

To verify that the interactions based on information from orthologs were still relevant in the zebrafish interactome context, we analyzed the agreement of the correlation-derived zebrafish microarray-based links (MABL) with those based on other species’ data. Of note, in the data integration framework of FunCoup, high co-expression in any set is not required to reach a higher FBS score. For example, of 50,369 FunCoup links with experimentally known physical interaction in orthologous proteins, roughly 70% did not have significant support from co-expression (either zebrafish data set or orthologs). This is not surprising; for example, protein complex members are co-regulated in various ways, not necessarily by transcription [2].

Nonetheless, we found that 21.7% of the FunCoup links were also co-expressed in *D. rerio* as defined by MABL (4,902 out of 22541 links with FBS *from other species* >7 and available zebrafish microarray profiles, while the general occurrence of co-expression at this level among zebrafish gene pairs with microarray data orthologs was only 4.2%). Thus, despite the methodological discrepancies between our interaction datasets and the large evolutionary distances from *D. rerio* to other eukaryotic organisms employed, the FunCoup link set based on non-fish evidence had high overlap with the MABL (Fig. S3). This supports the validity of our FunCoup/InParanoid-based approach to interactome creation.

Gene interaction networks are often characterized as scale-free, i.e. manifest a power-law distribution of connectivity (number of interactions per gene). On the contrary, networks generated randomly do not contain any biological information, and are expected to show a normal distribution of node connectivity. We determined that our networks are perfectly scale-free, both at FBS>3 and FBS>7. The same feature was observed in the interactions sensitive to and enabled by dioxin derived from the microarray data, supporting the biological basis of our interactome (Fig. S5).

As an independent validation, we considered how well FunCoup recapitulated two pathways central to the present work – the combined aryl hydrocarbon receptor and hypoxia pathways, and the antioxidant response element network. Both were compiled manually by us via expert knowledge and literature search. The FunCoup network, at the lowest confidence level and without using any zebrafish data, contained 50 links between 24 members of the former and 6 links between 8 members of the latter (<http://funcoup.sbc.su.se/zfish_supplementary.html>). The genes – pathway members –also had numerous novel links to other genes in the network, and we used those in our analysis.

### Ortholog identification

Orthologs were obtained from the InParanoid 5.0 database [3,4]. The InParanoid software finds multiple members of ortholog clusters as a result of post-speciation gene duplications, a particularly critical consideration in zebrafish [5]. In the seven eukaryotic species that provided information, 19.4-58.7% of zebrafish orthologs had many-to-one or many-to-many relations (in 8.6-32.0% of distinct ortholog clusters). In such clusters, distinguishing functionally optimal counterparts (functional orthologs) from sequence similarity alone was not possible. We had shown [1]that to transfer information across species, alternative ortholog pairs should be treated equally, and functionally best values (e.g. highest correlation of expression profiles) be selected to characterize potential links. Thus, for a potential link between zebrafish genes *A* and *B*, their (often) multiple co-orthologs (*m* orthologs of *A* and *n* of *B*, respectively) should have been tested for positive pairwise metrics in any of *m*×*n* pairs. This procedure was repeated for each of the species where both *A* and *B* had orthologs.

### Identification and evaluation of network links

We recently created FunCoup, a public database of gene interaction networks [1]. This deeply optimized technology integrates multiple datasets containing interaction information into a single network (interactome), and quantifies the strength of the evidence for each integration. We used interaction information from 51 individual, large-scale datasets from 7 eukaryotic species (apart from the zebrafish expression set) (Fig. 2). Datasets included physical protein-protein interactions (both high-throughput and verified in small-scale experiments), sub-cellular co-localization, results of transcription factor (TF) and miRNA targeting discovery, similarity of phylogenetic profiles (co-presence of orthologs in a series of genomes), and similarity of mRNA and protein expression profiles.

In each set of inparalog pairs with data, functionally best (e.g. the highest Pearson linear correlation coefficient, or PLC) values of the metrics were evaluated in the Bayesian network that obtains likelihood values by training on “gold standards” of functional coupling (FC), i.e. sets of known functionally coupled protein pairs. Using the KEGG pathway database [6], we compiled a set of functional links such that: 1) the two proteins were members of the same KEGG pathway (metabolic or signaling) and 2) either the pathway was compact (< 30 and < 20 members, respectively) or this same pair was also found in another pathway. After training, the FunCoup predictor learned that e.g. gene pairs co-expressed as PLC >0.932 were enriched in members of the training set ~25-fold, and thus received a log (base *e*) likelihood score of functional coupling 3.22. Conversely, gene pairs with practical absence of co-expression, i.e. PLC in the range [-0.633…0.538), were 1.15-fold depleted in functionally coupled examples – hence log likelihood –0.14. The whole range of PLC was discretized into 10 bins, and each received a distinct log likelihood score, either positive or negative. Data from orthologs in model organisms were used in the same way (processed with special similarity scores for co-localization in a cellular compartment, physical interactions etc. – see Alexeyenko and Sonnhammer 2009 for more details). Then using available data, all possible gene-gene pairs in the genome were evaluated, while the sum of log likelihood values called *Final Bayesian Score* (FBS) indicated confidence of functional coupling for each pair. When FBS exceeded a predefined cutoff (we chose FBS=3 as it usually corresponds to ~1% of all possible gene-gene links) the pair of genes was deemed functionally coupled. The two genes were then connected with an edge in the network (see details in *Materials and Methods*). This measure of confidence was based on the availability and amount of evidence integrated for a particular interaction, rather than quantifying the inherent strength of that interaction. Therefore, it was possible that lower-confidence links represent interactions lacking evidence for technical reasons (genes not included on microarrays, false negatives in yeast two-hybrid screens due to inappropriate biological context, etc.). For this reason, upon selection of a suitable confidence cutoff, we equally treated all links in the produced network.

To investigate the credibility of the predicted links, we applied random shuffling of additive pieces of evidence, and determined that the global *false discovery rate* (FDR, [7] at FBS>3 did not exceed 50%.

### Microarray-based links

We identified interactions based on statistically significant co-expression of pairs of genes in our microarray dataset. This analysis resulted in identification and labeling of links that existed only in the presence of dioxin, only in the absence of dioxin, regardless of dioxin exposure, and through development. Statistically significant correlation of expression was analyzed by ANOVA, controlling for the false discovery rate (FDR), as described below.

### *Analysis of variance: definition of altered genes and pairs of genes*

Generally, the analysis of variance (ANOVA;[8]) conveys a probability that an effect does *NOT* influence the outcome (gene expression in our case). The result of this probabilistic test depends on 1) the effect strength – the variability due to the effect of interest, 2) the unexplained, or *residual*, variability (experimental and measurement errors, unaccounted factors etc.), and 3) sample size. The probability is assigned as a function of the variability arguments (sums of squared differences *SS* between the mean and the random variable realization) and the sample size arguments – degrees of freedom (*df*). The effect is declared significant if the ratio of the “effect A” variability to the residual variability

is higher than a pre-defined standard level *Fst*. The mean squares *mS* are sums of squares *SS* divided with respective *df*, i.e. .

For example, we considered the effect DAY significant at *p0*<0.01 when:

>7.60,

because the probability of the null hypothesis *H0:” the factor DAY has NO effect*” at the standard value *Fα=0.01;1,29=*7.60 was 0.01 for *dfnumerator*=1 and *dfdenominator*=29.

In this framework, we were able to analyze the response of both individual genes and *pairs* of genes, as putative edges in the interactome. In the former case (dubbed **2W**), we performed a 2-way ANOVA with factors DAY, TREATMENT, and their interaction DAYxTREATMENT (Fig. 1A in the main text). In the latter case (**3W**), there was a 3-way ANOVA – in addition to the two factors, we analyzed GENE, and interactions TREATMENTxGENE, DAYxGENE, and DAYxTREATMENTxGENE. For each analyzed entry – an individual gene in **2W** and a putative gene link in **3W** – we determined *p*-values (*pα*, i.e. probability of a non-perturbed entry to be erroneously claimed perturbed) for main factors’ effects, and effects of their interactions. The main effect GENE in **3W** only informed on the difference in the average mRNA concentration between the two genes. Therefore, it was not of practical interest: a pair of genes might operate in a coupled mode even if their absolute abundance differed by several orders of magnitude.

Hence, to discover for example genes that changed expression in the time course of the experiment (i.e. effect DAY significant), we looked at items with sufficiently high *FDAY* (>7.60 which corresponded to *pα*<0.01).

The *contrasts*, or planned comparisons, are ANOVA models establishing significant differences between *sets of conditions (levels)* of a factor rather than this factor’s significance in general.

For example, when we were specifically interested in expression change between days {1,2} (set *X*) and days {3,4,5} (set *Y*), then the contrast was defined with:

,

where and are the group means of day *i=*{1,2} and day *j=*{3,4,5}, respectively. *m* is the average group size, i.e. number of observations on each day. The coefficients *κX* and *κY* were set such that *nXκX* = *nYκY*.

The significance of the *contrast XY* was proven if the ratio was higher than the standard threshold *F* for the respective numbers of degrees of freedom. For the contrasts with reduced number of observations (e.g. at dioxin=NO), the number of summation items and *df* were respectively changed.

Identically to the main factor and interaction analysis in **2W** and **3W** described above, the contrast analysis was applied to both individual genes and their pairs.

### *Confidence (False Discovery Rate)*

In the ordered list of p-values for a series of individual (differential expression) tests, we compare each next (ascending from highest, i.e. worst to lowest, i.e. best) value *p(i)* to . The first *i* value at which the condition is satisfied sets the false discovery rate below for the top *i* tests (Benjamini and Hochberg 1995). Respectively, for a fixed *α* we obtain:

for all tests with *p≤α*. Although, as the p-values quickly decreasing in the list, the overall fraction of false discoveries is much lower.

### *Zebrafish microarray-derived condition-specific links*

When applied to a pair of gene profiles, the experimental design allowed measuring effects of factors “dioxin treatment”, “developmental stage”, and “gene” as well as any of their combinations. The procedure could be executed under the terms of the standard 3-way factorial ANOVA.

We performed the correlation analysis (Pearson linear correlation coefficient, PLC) and ANOVA on each of the 281,188,755 pairs possible between the 23,715 distinct gene/probe IDs. Securing the effects’ confidence at a formally acceptable level *p*α < 0.05, we focused on employing the variability terms to select network links with desirable functional properties. In the *Confidence* section above we evaluate the respective statistical significance.

Thus, each link in the resulting network was produced by expression analysis of 2 genes in the course of embryonic development and characterized by labels indicating at least one of the following:

1. Strong correlation *independent* of the dioxin treatment, i.e “dioxin-resistant” link (label “R”); strong correlation observed *either* only after the dioxin treatment *or* only in the absence of it (dioxin-enabled and dioxin-sensitive, labels “E” and “S”, respectively);
2. Strong correlation with a significant developmental pattern (label “D”), must be synchronous between the two genes.

Labels “E” and “S” in (a) were assigned given the following conditions hold:

1. ;

i.e. at least one PLC value exceeds the threshold 0.85 (see below). PLCD+ referes to the PLC value for the dioxin-treated samples, and PLCD- refers to the PLC for the control samples.

1. ;

i.e. the difference between PLCD+ and PLCD- is strong enough.

1. ***OR*** ***OR*** ,

i.e. at least one of the three effects (F-ratios) must be significant at *p0<*0.05.

If ***neither*** “S” ***nor*** “E” was aassigned, the link was declared resistant (“R”), given ***and*** *FTREAT* < *F α=0.05;1,19*,.

Label “D” in (b) was assigned given ***all*** the three conditions hold:

1. *FDAY*>*F α=0.001;4,19*;
2. *FDAYxGENE*<*F α=0.20;4,19*;
3. .

Cutoff values:

*cminPLC* = 0.85;

*cdiffPLC* = 0.60;

*cfullPLC* = 0.85;

We calculated the false discovery rate of the dioxin-enabled and dioxin-sensitive links in the orthology-based network as follows:

Appearance of a FunCoup network link as co-expressed in either “dioxin” ***or*** “control” condition and NOT co-expressed in the other one (exclusive OR) was modeled as co-incidence of 3 independent events. The two alternative events (manifested in either “dioxin” or “control” condition) are statistically indistinguishable and treated here identically. Errors of Type I, i.e. a falsely observed correlation when there was none in the reality, had the estimated error rate:

*pα*(PLCD+ > *cmin*PLC) = *pα*(PLCD– > *cmin*PLC) = 0.006.

As the complementary probabilities (1 - *pα*) are close to 1, then the combined probability of the conditions (1) ***and*** (2) is:

*pα*(PLCD+ > *cmin*PLC; PLCD– < *cmin*PLC) + *pα*(PLCD+ < *cmin*PLC; PLCD– > *cmin*PLC) – *pα*(PLCD+ > *cmin*PLC; PLCD– > *cmin*PLC) ≈ 0.011;

*pα* of condition (3), i.e. that ANOVA produced a falsely high F-ratio of dioxin/control difference or its interaction, was relaxed due to the OR condition:

1 – (1 – *pα*(*FTREAT*> *Fst*)) · (1 – *pα*(*FTREATxGENE*> *Fst*)) · (1 – *pα*(*FDAYxTREATxGENE*> *Fst*)) ) =

1 – 0.953 = 0.143;

Thus, the estimate of *α*-error rate was:

*pα*(label “E” ***or*** “S” assigned)= 0.143 · 0.011 = 0.0016.

From the procedure of evidence random shuffling in FunCoup links, we established

*pα*(FBS>3) = 0.0075;

Then for the pairs between genes having both orthologous evidence for FunCoup and a zebrafish microarray profile (NFunCoup&microarray = 6573), the joint probability is:

*pα*(FBS>3; label “E” ***or*** “S” assigned) = 0.0075 · 0.0016=1.2·10-5,

i.e. we expected the number of false FunCoup links with FBS>3 and a label “E” ***or*** “S” to be:

*pα*(FBS>3; label “E” ***or*** “S” assigned) · (NFunCoup& microarray · (NFunCoup&microarray – 1) / 2) =

1.2·10-5 · 21,598,878 = 260.3 links;

whereas the real number was 2338 links, and thus:

*pFDR*(FBS>3; label “E” ***or*** “S” assigned) = 260.3 / 2338 = 0.111.

### Analysis of a changing interactome with CohTop, a network clustering algorithm

Interactomes are dynamic. For example, some proteins interact with each other at a given developmental stage only, or only upon a given stimulus. We created an algorithm designed to detect modules of *top*ological *coh*esion CohTop. In principle, such an approach can be applied to any network. However, we analyzed only the subnetwork comprising links present in the FunCoup ***AND***(***EITHER*** only upon exposure to dioxin – dioxin-enabled, “E”, ***OR*** only in its absence – dioxin-sensitive, “S”).

The algorithm of CohTop aims at finding such sub-network structures (clusters) that:

- 1. there is an uninterrupted path between any two given nodes – cluster members;
  2. the number of inward edges is maximized;
  3. the number of outward edges is minimized.

To find a reasonable trade-off between (2) and (3), at each step of the agglomerative procedure, each pair of distinct potential clusters {*i*,*j*} was evaluated for a potential “merge gain”, defined via the Kullback-Leibler divergence [9]. To measure the efficiency of network graph clustering,

To measure the efficiency of network graph clustering, we adapted the divergence as:

,

where and α is a small pseudo-count (α =0.1).

(*nx* being the total number of edges of the node *x*), and

,

i.e. to evaluate the internal connectivity of the cluster, all pairs {*x*,*y*} of *Nnodes* members of the evaluated cluster were checked. equaled 1 if *x* and *y* were linked ***directly*** in the network, and 0 otherwise. The number of ***shared*** network neighbors served as an indirect measure of mutual relevance of *x* and *y*, and was especially useful at earlier steps of the algorithm. The shared neighbors might not belong to the eventually formed cluster, but could point in advance at prospective clustering directions.

*nDKL* was only calculated for clusters that had at least 1 direct link connecting them.

The merge gain must be positive for the pair {*i*,*j*} to be considered further, i.e. the union of *i* and *j* must account for the network modularity better than *i* and *j* taken separated.

The cluster pairs were ranked by *MG*, and the *t* top pairs (*t* set to 100) were merged at each iteration step *I*. Each consecutive merge *m*={1…*t*} was allowed only if none of the two clusters had been merged earlier in a merge *m’<m*. Otherwise, the pair was skipped. Therefore, the number of practically performed merges at *I* was much lower than *t.*

In this form, the agglomeration was relatively well balanced, i.e. did not favour any particular size configurations, such as single genes added to largest clusters, or merging equally sized clusters. The procedure terminated when no further positive merge gain was expected among any pair of clusters. Depending on the network size and sparseness, it happened at *I*=15…50.

## References for Supplementary Methods

1. Alexeyenko A, Sonnhammer EL (2009) Global networks of functional coupling in eukaryotes from comprehensive data integration. Genome Res 19: 1107-1116.

2. de Lichtenberg U, Jensen LJ, Brunak S, Bork P (2005) Dynamic complex formation during the yeast cell cycle. Science 307: 724-727.

3. O'Brien KP, Remm M, Sonnhammer EL (2005) Inparanoid: a comprehensive database of eukaryotic orthologs. Nucleic Acids Res 33: D476-480.

4. Remm M, Storm CE, Sonnhammer EL (2001) Automatic clustering of orthologs and in-paralogs from pairwise species comparisons. J Mol Biol 314: 1041-1052.

5. Meyer A, Van de Peer Y (2005) From 2R to 3R: evidence for a fish-specific genome duplication (FSGD). Bioessays 27: 937-945.

6. Kanehisa M, Goto S, Kawashima S, Nakaya A (2002) The KEGG databases at GenomeNet. Nucleic Acids Res 30: 42-46.

7. Benjamini Y, Hochberg Y (1995) Controlling the false discovery rate: A practical and powerful approach to multiple testing. J R Stat Soc B 57: 289–300.

8. Huitson A (1966) The analysis of variance: Charles Griffin and company, Ltd.

9. Kullback S, Leibler RA (1951) On information and sufficiency. Ann Math Stat 22: 79-86.

How the deposited data were processed for this re-analysis (not part of the article)

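The 39 arrays measured RNA from zebrafish embryos exposed to TCDD at 1 ng/mL or to DMSO for 1 h at 4 to 5 h post-fertilization and collected on days 1 to 5, in 4 independent experiments. There were 10 groups, each with 1 array from each experiment, except that TCDD on day 2 had no array from replicate 1. Each array was hybridized with embryo RNA in red (Cy5) and with the same Zf4 reference RNA in green (Cy3). The paper's methods say that RNA was labeled with either Cy3 or Cy5, and the sample labels give Cy5 for the embryo RNA on every array.

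The authors deposited the output of Agilent's Feature Extraction software for each array and a table of the whole series. In the scanner output, the intensity of each spot is deposited for both channels before and after the software's background subtraction and dye normalization. The deposited log10 ratio is that of red to green after those steps, and no normalization between arrays was applied. The authors also deposited a score for each spot, the software's error of the log10 ratio, which set the weights of the error-weighted mean. The series table holds the same log10 ratios, which was checked on every value. The probe annotation of the reference supplied with the files matched 7323 of the 7847 RefSeq identifiers that the arrays list, and 18803 distinct names or identifiers remained over the 21495 probes. Genes were matched by the name in the files, or by the current symbol where the files use an older name.

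The log10 ratios were converted to log2, and spots that the software marked as outliers were set to missing. limma 3.58.1 in R 4.3.3 fitted 1 mean per group to all 39 arrays (lmFit, then eBayes), without a block, and tested TCDD against vehicle control on each day, the main effect of day and the interaction of day and treatment. The threshold of 0.01 on the unadjusted p is the paper's, and the adjusted p is that of Benjamini and Hochberg over all probes, at 0.05. *cyp1a* was also tested by an exact permutation test within each day, two-sided. Correlations of gene pairs used Pearson's r and Spearman's rho on the log10 ratios, with 100000 permutations, and the difference between the treatments was tested with 100000 swaps of the 2 treatments within an experiment and day. The pair count followed the criteria of Methods S1 and was set against 99 swaps. Gene lists, written from gene names before the data were examined, were tested with limma's camera at a preset correlation of 0.01 between genes, over 19 lists on 5 days: heme synthesis, hemoglobins, calmodulins, glycolysis, chaperones, proteasome, DNA replication, antioxidants, actin polymerization, p53 and apoptosis, keratins, photoreceptor genes, crystallins, extracellular matrix, histones, FOS/JUN, AHR battery, cardiac muscle and fast skeletal muscle. The name patterns of these lists also catch a few genes whose names only look alike, such as *psmc3ip* and *casp8ap2*. The number of genes given with a test is that of the genes tested, and for some lists it is smaller than the list. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

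The genes named in the text were chosen by a rule: every gene the paper names in its results, every gene list where it is discussed, and for each day the 3 named genes with the largest rise and the 3 with the largest fall among probes with an adjusted p under 0.05 that changed the same way in every experiment. Of the genes and pairs that this rule covers, 2 results are not reported here. A few more genes were named after their values had been seen, where they appear in a short count. The tests, the groups, this rule and the alternatives were set before the data were examined, apart from the tests and alternatives that the text marks as chosen later.

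Depth on an array is the signal over background. Per array, 16329 to 18624 of 21495 probes were well above background in the embryo channel, and 14165 probes were so on all arrays. Between 29 and 93 spots per array were saturated in the embryo channel (median 57). The number of arrays per group limits the precision, and a fold change against a group without signal over background is given as a lower bound, computed against the level of the background. On simulated data with 200 of 21495 probes changed by 1 on the log2 scale, limma recovered 79% of them at an unadjusted p under 0.01 and 65.5% at an adjusted p under 0.05, and it called 1.01% and 5 of the unchanged probes at these levels.

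Replicate numbers mark the independent experiment, so arrays with the same number form a pair. This pairing was checked on the deviations of each array from its group's mean: r across probes had a median of 0.234 over the 19 pairs of TCDD and vehicle control arrays of a day with the same number (−0.136 to 0.400) and of −0.0675 over the 57 with different numbers (−0.304 to 0.174). The experiment was therefore also fitted as a block, as an alternative. The scan batch, read from the headers of the scanner output, divided the arrays into 3 batches of 4, 24 and 11 arrays, and was fitted as a block as well.

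The alternatives were normexp background correction (offset 50) with loess, quantile normalization of the average signal, centring each array on its median, the embryo channel alone, the series table's values, 2 filters on probes well above background on at least 3 arrays, the experiment or the scan batch as a block, array weights, the analysis of variance of the methods, each day's arrays alone, keeping all marked spots, and leaving out each experiment. For fold changes, an error-weighted mean of the replicates was added, as the methods describe for Rosetta Resolver. For gene pairs, the alternatives also included r with each day's mean subtracted, and for gene lists fry and an estimated correlation. The FunCoup network, the network neighborhoods and the enrichment of gene ontology categories were left out, because the network is held here only in part. The sequences of the probes were not analysed here.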

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

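Tests of the 2 arrays that stood apart, of *mmp9* and *mpx*, of the photoreceptor and proteasome lists and of the probes whose effect differed between days were chosen only after those results were seen.

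Differences between days were tested by the interaction of day and treatment, which 20 probes passed at an adjusted p under 0.05. The adjusted p was 0.0189 for *junbl* and 0.0258 for *cnn2*, whose log2 fold changes on day 5 were 1.45 and 0.82, with both genes higher under TCDD in 4 of 4 experiments. All 20 probes were higher on day 5 and had their largest change on that day, from 0.82 for *cnn2* to 4.93 for *zgc:76926*. The probe of *zgc:76926* was well above background on only 4 arrays, so its 4.93 is a fitted value and not a measured size. Among the others, chosen for mention after their values were seen, were *fkbp5* (2.25), *cebpb* (1.87), *f5* (1.70), *timp2l* (3.59) and *hif1al* on 2 probes (0.82 and 0.84). A different reference RNA on the TCDD arrays is argued against: at these probes the median size of the difference in the reference channel alone was 0.0739 on day 5, against 1.48 in the ratio. The call of a difference between days was not stable, with 0 probes without replicate 1 (805 at an unadjusted p under 0.05 by limma) or replicate 3 (1123), and 1 without replicate 4. It was 76 without replicate 2, 68 with array weights, 54 with the experiment as a block and 48 with normexp and loess. That the embryos respond differently on day 5 stays open as a biological explanation and was not tested further.

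In the vehicle control of day 4, replicate 3 had a mean r of 0.9224 with the other arrays of its group, which had 0.9438 to 0.9461. Under TCDD on day 5, replicate 3 had 0.8772, against 0.9278 to 0.9302. Both gaps exceeded Dixon's critical value at 95% for 4 arrays, in 2 of 27 combinations of group and measure, and such a gap arises by chance in about 1 of 20. For the control array, its scan batch as a whole is argued against as the cause. Of the 23 other arrays in its batch, 3 were the lowest of their group, fewer than the 10 of 39 over all arrays. Those 3 were all of replicate 3, under TCDD on days 3 and 4 and in the vehicle control on day 5. For the TCDD array, 4 of the 10 others in its batch were the lowest of their group, too few arrays to decide, so a scan batch cannot be told apart from other causes. For the control array, a wrong day is argued against by a mean r of 0.9197 with the arrays of its own day and 0.9015 with those of the nearest other day, day 5. For the TCDD array, the mean r with its own day was 0.872 and with day 4, the highest of the other days, 0.8723. Its day therefore cannot be told from these values. The TCDD arrays of day 4 had 0.9212 to 0.9432 within their group. A mislabelled day alone is thus argued against as the cause of the low r. A swap with TCDD day 4 replicate 3 is argued against, since that array had a mean r of 0.9202 with its own day and 0.9117 with day 5. The TCDD array had the highest *cyp1a* of its group (log2 ratio 10.25, against 9.22 as the lowest), a weight of 0.258 in limma's array weights, and 17761 probes well above background in the embryo channel, against 16994 to 17746 for the others. Its reference channel had 18908 such probes, against 17185 to 17802, and 78 of its spots were marked as outliers, against 11 to 34. The control array had 19110 in the reference channel, against 16182 to 17377, and 88 marked spots, against 10 to 54. The quality of both hybridizations thus stays open as a technical explanation. The 3 other arrays of replicate 3 named above had 18467 to 18764 such probes and 75 to 87 marked spots, so these values were not confined to the 2 arrays. Replicate 3 of the vehicle control on day 3 had 17213 and 13. No biological explanation was tested for either array. Without replicate 3, day 5 had 1573 called probes in place of 1987.

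The gene *mmp9*, which the paper does not discuss, had a log2 fold change of 4.05 on day 5 (adjusted p = 5.69e-05, higher under TCDD in 4 of 4 experiments). Its probe was well above background on all arrays of the day, and its change was 3.15 to 4.56 over the alternatives. A different reference RNA is argued against by a difference of 0.0360 in the reference channel alone. The software's normalization is argued against by 3.15 with normexp and loess, the scan batch by 4.01 with the batch as a block, and a single experiment by the call holding without each in turn. The biological explanation, a response to dioxin on day 5, may hold as a hypothesis.

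*mpx*, which the paper does not discuss either, had a log2 fold change of 3.70 on day 5 (adjusted p = 0.000105, higher in 4 of 4 experiments). None of the 4 vehicle control arrays of the day was well above background, so the rise is at least 3.65-fold. The fitted log2 value ranged from 0.51 with normexp and loess, where that bound does not hold, to 4.08. The call held without each experiment in turn. Noise at a dim probe is argued against by all 4 of 4 TCDD arrays being well above background, and a different reference by a difference of 0.261 in the reference channel alone. The size of the rise above that bound cannot be given, and a response to dioxin may hold as a hypothesis.

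The 26 photoreceptor genes had a median log2 fold change of −0.39 on day 5, with 24 lower (camera's adjusted p 0.000896, fry's 0.0340). Normalization as the cause is argued against: over the other scalings, the median nearest to 0 was −0.336. The signal shared by the probes called on all 5 days is argued against as well, since without the 2 probes that follow it the median was −0.350, with 22 of 24 lower. With the correlation between genes estimated, the adjusted p was 0.407, so the test depends on how strongly genes of the list vary together. Slower eye development in exposed embryos may be a biological explanation and is not separated from a change in these genes alone.

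The 35 proteasome genes had a median log2 fold change of 0.17 on day 5, with 29 higher and 6 lower (camera's adjusted p 6.26e-07, fry's 0.00672, and 0.300 with an estimated correlation). Adjusted over the list alone, 12 were called higher, against 6 over all probes. The median nearest to 0 under another scaling was 0.116, which argues against normalization as the whole cause. On day 3 the median was 0.07 (adjusted p 0.0366, and 0.389 with fry), lost also with the embryo channel alone and without replicates 1, 3 or 4. On day 4 it was 0.06 (0.0602), but the adjusted p was 0.0391 with the experiment as a block, 0.0165 with normexp and loess, 0.0415 without replicate 2 and 0.0138 without replicate 3. No biological explanation was tested.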

How the results depend on the processing

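Leaving out an experiment in the count of dioxin-enabled and dioxin-sensitive pairs, the spreads that results were judged by and the comparison of splits by the pairs they part were chosen only after the results were seen.

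Over 410 results for named genes and days, 6545 values were computed under the alternatives counted here. Quantile normalization of the average signal, which leaves every log ratio as it was, is left out of the counts, and values without flags removed are counted once with the identical ones of the series table. Of the 6545, 6308 kept their direction and their side of the threshold of 0.01, 181 fell short of it, 54 newly passed it and 2 changed direction after having been called. In 4025 of the 6545 the log2 fold change itself differed, and 3829 of those kept direction and call. The 2 were *plg* on day 3, at −0.28 with normexp and loess, and *emx2* on day 5, at 0.13 with the embryo channel alone. The cause was not tested. *cyp1a* kept its direction and its call in 80 of 80 values, and with an experiment left out its log2 fold change was 3.68 to 5.02 on day 1, 5.68 to 6.81 on day 2, 6.22 to 6.91 on day 3, 6.09 to 6.55 on day 4 and 5.60 to 5.84 on day 5. With the experiment as a block, which uses the pairing, 403 of the 410 kept their call and 7 newly passed, and of the daily counts only that of day 2 moved by more than 1.5 times. Of 305 values of 24 summary results, 254 stayed within 1.5 times the reported count or within the spread.

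On day 1, the 154 calls became 95 with the embryo channel alone, 86 with array weights and 93 with the day's arrays alone. On day 2, the 709 calls became 1073 with the experiment as a block and 1381 with array weights, and on day 5 the 1987 became 1263 with the day's arrays alone, which leaves fewer arrays to estimate the variance. Calls on all 5 days numbered 92, but 25 with the embryo channel alone, 35 with array weights and 21 with each day's arrays alone. At an adjusted p under 0.05, the day's arrays alone gave 0, 0, 138, 1 and 2 probes on days 1 to 5 by limma (529 and 1966 at an unadjusted p under 0.05 on days 1 and 2), and the block gave 9, 437, 941, 339 and 1863. The share of calls that were higher moved by more than 10 points on day 1 without replicates 1, 3 and 4 (29.1%, 34.7% and 25.6% against 12.3%), on day 4 with the day's arrays alone (36.1% against 47.9%), on day 2 with the embryo channel alone (61.8% against 45.0%) and on day 3 with normexp and loess (40.9% against 52.5%). No scaling moved the median of all probes by as much as 0.04 on the log2 scale. Apart from the day's arrays alone, the cause was not tested.

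With an experiment left out, the calls ranged over 82 to 205 on day 1, 318 to 813 on day 2, 924 to 1185 on day 3, 430 to 593 on day 4 and 1217 to 1790 on day 5. Those on any day ranged over 2312 to 2850, those on all 5 days over 15 to 75 (15 without replicate 3), those on later days only over 2230 to 2700 and those between days over 10225 to 10983. The number of list tests at an adjusted p under 0.05, 21 with camera, ranged over 15 to 25, and it was 12 with fry and 1 with an estimated correlation.

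The 10972 correlated pairs that differed by treatment ranged over 20945 to 30339 with an experiment left out, more than with all, and fewer arrays make high r more frequent. The order of enabled and sensitive pairs changed only with each day's mean subtracted (6035 and 3064). Of 540 r of the 18 named pairs, 430 moved by less than the spread, 103 by more, and 7 that differed from 0 at the 95% level of Fisher's z changed sign, all with each day's mean subtracted, which removes the changes over development. These were *pax6a* and *nr2f1* (vehicle control −0.0258), *pax6a* and *nr2f2* (vehicle control −0.208), *pax6b* and *si:dkey-98n4.1* (all arrays −0.0129, vehicle control −0.144), and *pax6a* and *si:dkey-98n4.1* (all arrays −0.329, TCDD −0.0109, vehicle control −0.590). Another 9 r that did not differ from 0 changed sign, 1 of them with each day's mean subtracted (*si:dkey-42i9.6* and *zgc:73262* under TCDD, −0.518). Of the 18 pairs, 2 differed by more than 0.60 between treatments, a count that was 1 with the embryo channel alone and 1 to 2 with an experiment left out.

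The shares of variance became 55.4% for day, 17.9% for treatment, 12.2% for the interaction and 14.5% for the residual with mean squares, which divide by the degrees of freedom. With probes above background they were 45.7% for day and 44.1% for the residual. With an experiment left out they ranged over 44.3% to 46.6% for day, 4.54% to 4.94% for treatment, 7.44% to 8.33% for the interaction and 40.2% to 43.2% for the residual. The median r between arrays was 0.980 within a group and 0.976 across treatments with normexp and loess, and with an experiment left out it was 0.919 to 0.933 within a group, 0.920 to 0.929 across treatments and 0.698 to 0.713 at 4 days apart.

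Whether chance can be excluded was examined for each day with all 35 splits of its arrays into groups of the same sizes. On day 1, 26 of 35 splits, the real one included, gave as many calls as the real split, so chance cannot be excluded for the number of calls on that day. On days 2, 3, 4 and 5 only the real split did (1 of 35 each). This share is under 0.05, but it treats all arrays of a day as exchangeable and ignores the pairing by experiment. The other splits had medians of 275, 155.5, 218.5, 139 and 304.5 calls on days 1 to 5. Among the 8 splits that part as many pairs as the real one, 2 gave as many calls on day 1 and 1 on each other day. The rest of these had medians of 98, 54, 181, 50 and 193. Because 8 splits cannot give a share under 0.05, they cannot exclude chance on any day. Splits that part fewer pairs had medians of 379, 167, 235, 153 and 332, since they also hold differences between experiments. For the pairs of probes, 2 of 100 arrangements, the real one included, gave as large a total, and 2 as many sensitive pairs, but 11 gave as many enabled pairs, so chance cannot be excluded for the enabled pairs.

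Signal over background limits the calls: of the 14165 probes well above background in the embryo channel on all arrays, 2764 (19.5%) were called on any of days 2 to 5, and of the 7330 others 488 (6.66%) were.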

Differences from the paper's values

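The alternatives compared here were set before the data were examined, and only the counts of pairs for single genes were chosen after the results were seen.

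A count is taken as closed here within 1.5 times the paper's, which can leave a gap. On day 1, 152 genes were called, against the paper's 81. Of the alternatives set before the data were examined, the difference closed with normexp and loess (110), the embryo channel alone (94), array weights (84), the day's arrays alone (93) and without replicate 4 (80), and not with the others, which gave 126 to 221. On all 5 days, 91 genes were called, against the paper's 55. This closed with normexp and loess (64) and without replicate 1 (48) or 2 (74). It did not with the embryo channel alone (25), array weights (35), the day's arrays alone (21), without replicate 3 (15) or 4 (30), with the experiment (132) or the scan batch (118) as a block, or with the remaining alternatives (87 to 91). Between days, 9858 genes were called, against the paper's 5850, which closed only without replicate 2 (8765), and the others gave 9057 to 10469. Methods S1 states a cutoff on the F of day that is set at fewer degrees of freedom than the test here. That cutoff was not tried, so these counts rest on different rules.

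The r of *si:dkey-42i9.6* and *zgc:73262* was −0.0851 over all arrays, 0.253 over the TCDD arrays and −0.437 over the vehicle control arrays, against the paper's 0.754, 0.9032 and 0.1286. The first gene was matched only by a synonym, so a different probe in the paper is not excluded. No alternative closed these differences, and they gave −0.440 to 0.103, −0.518 to 0.453 and −0.522 to −0.112. *pfkm* fell by a factor of 1.01 on day 2, against the paper's 2.5, and the alternatives gave 0.906 to 1.17, none of which closed the difference. All of these used 1 probe. Another *pfkm* probe, well above background in both channels on 39 arrays, was not compared, so a different probe in the paper is not excluded. The interaction took 6.16% of the variance and the residual 47.0%, against the paper's about 1% and about 2% in Fig. 2A, read by eye, and no alternative closed either difference.

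In the paper, dioxin-enabled links outnumber dioxin-sensitive ones, whereas 1393 enabled and 9579 sensitive pairs were found here, outside the network. With each day's mean subtracted, there were more enabled (6035) than sensitive (3064) pairs. The paper has *cnn2* gain partners under dioxin, but 716 of its 717 pairs here were correlated only in the vehicle control. The counts of other named genes were smaller and did not all run against the paper. All 47 pairs of *si:dkey-42i9.6* and 41 of *zgc:73262* were correlated only under TCDD, the direction of Fig. 2E. All 5, 4 and 8 pairs of *mcm3*, *mcm4* and *mcm5* were correlated only in the vehicle control, the paper's direction. So were the 12 of *g3bp1* and 5 of *arpc4*. The paper has *g3bp1* gain coupling with *cnn2* and *arpc4*, and the r under TCDD and in the vehicle control were −0.0641 and 0.974 for *cnn2* and 0.757 and 0.853 for *arpc4*. It has *g3bp1* lose coupling with *mcm3*, *mcm4* and *mcm5*, and the r under TCDD were 0.873, 0.879 and 0.897, each above that in the vehicle control. It has the links among *pax6a*, *pax6b*, *nr2f1*, *nr2f2*, *si:dkey-98n4.1* and *zgc:152810* disappear under dioxin. No positive r here fell under TCDD at an adjusted p under 0.05, and that of *pax6a* with *nr2f2* was higher (0.959 against 0.654). That of *pax6b* with *zgc:152810* came nearer to 0 under TCDD (−0.164 against −0.543), with a negative r in both.

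The paper has *fos*, *pax2a*, *foxd5*, *foxi1* and *cdk5* altered on day 1, and 0 of these 5 were called here on that day under any alternative with a test, with 0 at an unadjusted p under 0.05 by limma at the probes used. *cab39* had −0.50 on day 1 and was not called, whereas the paper names it among genes of that day. *pfkm* rises on day 1 in the paper, and it had 0.03 at the probe used here, though 1.08 by the error-weighted mean. *dbx1b* had −0.98 on day 3 and was not called, and −2.37 by the error-weighted mean. The paper lists *arf5* for day 1 only, and it had 0.04 on that day and 0.27 on day 5 (adjusted p = 0.00394, higher in 4 of 4 experiments). *fos* and *junbl* rise on day 3 in the paper. They had 0.75 and 0.43 here and were not called, but *fos* was without replicate 4 (1.01). *junbl* was called without replicate 4 (0.51), with the embryo channel alone (0.51) and with the experiment as a block. The paper names its transcription factors of day 1 from Rosetta Resolver. Its list by analysis of variance has *fos* and *pax2a* on day 5 only, *cab39* on day 2 only and *junbl* on days 4 and 5. For these 4 genes, the missing calls on days 1 and 3 are no difference from that list.

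The paper has calmodulins strongly raised from day 2, and 3 of 5 on the list were higher on day 2, with 1 called, as was *calm2a*, which is not on the list. The median of these 5 was 0.01 on day 2 and −0.14 on day 5. For *calm1a*, *calm1b*, *calm2b*, *calm3a* and *calm3b*, the paper's list by analysis of variance names days 2, 3 and 5. That list thus differs from the calls here, which rest on 1 probe per gene although most of these genes have others. The cause was not tested. The next item is from the paper's text on day 2. The paper has heme synthesis genes raised on day 2, and 4 of 5 were lower, with none called by limma and 0 with an unadjusted p under 0.05. It has *cxcr4b*, *cdh2*, *robo2* and *gap43* altered on day 2, and limma called 0 of the 4, with 0 at an unadjusted p under 0.05. Its list by analysis of variance has *robo2* on day 5 only. On day 3, of *gpx4a*, *ahr2*, *rpa2*, *pcna*, *gtf2h3* and *rad23b*, which the paper names as altered, *ahr2* and *gtf2h3* were called.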

Other observations

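All tests of the probes lower on all 5 days were chosen only after that result was seen, while those of delayed development, and of dim probes and the reference channel for the calls on days 2 to 5, were planned.

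Of the 92 probes called on all 5 days, 90 were lower under TCDD, and within groups they rose and fell together, with a median r of 0.576 between 88 of them, against at most 0.0756 in 1000 random sets. Over all probes, 142 followed this profile with r above 0.7 and 10 ran against it below −0.7, and 60 of the 90 were among the 142. Of the probes called lower on a day, 62 of 135 followed it on day 1, 130 of 390 on day 2, 132 of 666 on day 3, 128 of 378 on day 4 and 135 of 910 on day 5. A change of each whole gene as the only cause is argued against where it could be tested: 5 genes had 8 other probes well above background on all arrays, whose median log2 difference was −0.154, against −0.608 at the probes called. The r of these other probes with the profile went from −0.0469 to 0.502, so some share part of it. For *heg*, whose other probes had −0.34 and −0.38 against −0.54, it stays open. A different reference is argued against by a median difference of at most 0.0730 in size in the reference channel alone. The software's normalization is argued against as well, since 90 of 90 stayed lower on all 5 days with normexp and loess. A candidate explanation is 1 signal shared by these probes, such as a common regulator or hybridization of a common transcript, and the tests cannot separate these 2 beyond the 5 genes with another such probe.

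Delay of development in exposed embryos was tested by the r across probes between the dioxin difference in an experiment and the change of the vehicle control back to the day before in the other experiments. The mean r was −0.00667 on day 3, 0.00101 on day 4 and 0.0269 on day 5, with 10, 8 and 6 of 16 arrangements of signs as large, positive in 2 of 4 experiments on each day. On day 2 it was 0.0743, positive in 3 of 3 experiments, with 1 of 8 arrangements as large. Neither 8 nor 16 arrangements can give a share under 0.05, so a delay cannot be told apart from other causes on any of these days. Probes are not independent replicates.

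Noise at dim probes as the source of the calls on days 2 to 5 is argued against, since 19.5% of bright probes were called on any of these days and 6.66% of dim ones. The reference channel alone gave 565 probes at the threshold of 0.01 on any of these days and 0 at an adjusted p under 0.05 by limma, with 471, 1398, 492 and 953 at an unadjusted p under 0.05 on days 2 to 5. The embryo channel alone gave 3236 and 1319 at these levels, so a different reference is argued against as the source.

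Of the genes the paper lists as altered on all 5 days, 49 carry a symbol and 27 were matched, of which 9 were called on all days here and 7 were lower on all of them.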
